# Identification of microRNAs involved in acute rejection and spontaneous tolerance in murine hepatic allografts

**DOI:** 10.1038/srep06649

**Published:** 2014-10-17

**Authors:** Miwa Morita, Jiajie Chen, Masayuki Fujino, Yusuke Kitazawa, Atsushi Sugioka, Liang Zhong, Xiao-Kang Li

## Abstract

Graft acceptance without the need for immunosuppressive drugs is the ultimate goal of transplantation therapy. In murine liver transplantation, allografts are accepted across major histocompatibility antigen complex barriers without the use of immunosuppressive drugs and constitute a suitable model for research on immunological rejection and tolerance. MicroRNA (miRNA) has been known to be involved in the immunological responses. In order to identify mRNAs in spontaneous liver allograft tolerance, miRNA expression in hepatic allografts was examined using this transplantation model. According to the graft pathological score and function, miR-146a, 15b, 223, 23a, 27a, 34a and 451 were upregulated compared with the expression observed in the syngeneic grafts. In contrast, miR-101a, 101b and 148a were downregulated. Our results demonstrated the alteration of miRNAs in the allografts and may indicate the role of miRNAs in the induction of tolerance after transplantation. Furthermore, our data suggest that monitoring the graft expression of novel miRNAs may allow clinicians to differentiate between rejection and tolerance. A better understanding of the tolerance inducing mechanism observed in murine hepatic allografts may provide a therapeutic strategy for attenuating allograft rejection.

Organ transplantation is a well-known treatment for end-stage organ failure. The development of advanced surgical techniques and immunosuppressive drugs has led to improvements in short-term outcomes after transplantation. However, recipients must receive life-long immunosuppressive drugs, the side effects of which can cause carcinogenesis and infectious disease. In human liver transplantation, it has been reported that some recipients have been weaned off immunosuppressive drugs^1^,^2^, and some experimental transplantation models have shown that liver allografts can be accepted without the need for immunosuppression^3^,^4^,^5^,^6^,^7^. However, the mechanism underlying the induction of tolerance remains unknown.

MicroRNAs (miRNAs), a recently discovered small molecule family, can regulate the gene expression at the posttranscriptional level^8^,^9^. The most outstanding characteristic of miRNAs is that their sequence is included in their self-genome, different from that observed in small interfering RNA^10^,^11^. Therefore, with respect to innovative drug development, miRNA treatment is not thought to react to living tissue. Because miRNAs regulate the expression of various genes^9^, miRNA therapy is expected to improve various genes related to one disease simultaneously by targeting disease-specific miRNAs, rather than one specific gene or protein. Current research has focused on the relationship between cancer and miRNAs, the study of which has most advanced in this field. On the other hand, a relationship between immunology and miRNAs has been reported^12^,^13^.

In murine liver transplantation models, the allografts are accepted across major histocompatibility complex (MHC) barriers without the use of immunosuppression. The degree of lymphocyte infiltration was seen at the early time point after transplantation, then gradually diminished spontaneously. The pathological score, liver function parameters in the serum and levels of pro- and anti-inflammatory cytokines in the serum increased after hepatic allografting, and peaked at 14 days. However, they subsequently decreased gradually, and all indices returned to within the normal levels 100 days after transplantation without the use of immunosuppressive drugs. These results suggest that the alloimmune response began after grafting; however, some mechanism(s) inhibited the proliferation of infiltrating cells and inflammation. Thereafter, on day 14 after transplantation, this immune regulatory mechanism(s) induced and maintained tolerance for a long period. Thus this model is an appropriate model for clarifying the mechanism(s) underlying rejection and the induction of tolerance. In our present study, we focused on the relationship of the miRNA expression during rejection and tolerance following murine hepatic grafting and found that some miRNAs are related to the induction of tolerance.

## Results

### Spontaneous acceptance of hepatic allografts

The livers of the BR mice were orthotopically transplanted into the allogeneic D2 mice without the use of any immunosuppressant agents. The survival of the recipients was monitored. All of the BR livers transplanted into the D2 mice exhibited indefinite survival (MST > 100 days; n = 12).

### Monitoring of the histological findings and functional assessment of the liver allografts

The spontaneous mouse liver tolerance model exhibited rejecting injury that peaked on day 14. On day 30, posttransplant tissue repair and remodeling were found. By day 100, the posttransplant tissues reverted back to a normal liver architecture, as determined by an examination of H&E staining using paraffin sections (Fig. 1A). To monitor the progression of rejection, an allograft histological analysis was performed on days 5, 8, 14, 30 and 100 postallograft and scored according to the Banff schema grading system. The RAI on days 5 and 8 posttransplant was 5.3 ± 0.58 and 5.4 ± 1.14, respectively, and the grade was moderate. The RAI on day 14 posttransplant reflected the peak of rejection (12.7 ± 2.24), and increased CD8+ lymphocyte infiltration marked severe expansion around the portal area (Fig. 1A). Furthermore, TUNEL staining revealed that the programmed cell death was occurred after mice liver allotransplantaion (Supplemental Fig. 1). Thereafter, on day 30 posttransplant, the infiltration in the portal vein, bile duct and vein was decreased (8.75 ± 2.62). Then, on day 100 posttransplant, the infiltration was observed to have mostly diminished and the findings were close to those of a normal liver, with an RAI of 0 (Fig. 1B).

Furthermore, to address the liver function after liver transplantation, the serum AST levels were assayed on days 5, 8, 14, 30 and 100 posttransplant. Compared with that observed in the naive mice, the serum AST levels were significantly increased at five and eight days after transplantation (p < 0.05) and peaked at 14 days posttransplant (p < 0.05). By day 30 and 100 posttransplant, the levels of AST had decreased coincident with the resolution of hepatic inflammation, as observed on histology (Fig. 1A, C).

### Serum cytokine assay after liver transplantation

To investigate the cytokine production in the serum following hepatic transplantation, we measured the levels of IL-2, IL-4, IL-6, IL-10, IL-12, MCP-1, TGF-β, IFN-γ and TNF-α on days 5, 8, 14, 30 and 100 postallograft using a BD Cytometric Bead Array (Fig. 2). The levels of IL-2 and T-cell derived cytokines peaked on day 14. The levels of IL-6, IFN-γ and TNF-α, proinflammatory cytokines, and IL-4 and TGF-β, anti-inflammatory cytokines, peaked on day 8 or day 14 and then decreased until day 100. The level of MCP-1, a monocyte chemotactic protein, also peaked on day 14. This tendency was consistent with that observed for cell infiltration in the grafts, which peaked after transplantation.

### miRNA expression profiles of the murine hepatic allografts

The analysis of the miRNA expression was performed by microarray. 

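RNA from 15 liver grafts was labeled with a single dye and hybridized to Agilent mouse miRNA arrays, 1 graft per array. The arrays formed 5 groups of 3 mice: syngeneic grafts on day 5, and allografts on day 5, day 8, day 14 and day 100. The sample labels name an allogeneic pair of mouse strains for every array. The 3 syngeneic arrays were therefore identified by their titles and by the groups of Fig. 3, and the strain of the syngeneic grafts is not named in the paper's text. The authors deposited the output of Agilent's Feature Extraction software for each array, which holds the background-subtracted intensity of each spot and a flag for spots well above background. The paper's text states a filter on hybridization intensity and Student's t-test, and names no normalization between arrays.

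The array carries 567 mouse miRNAs, each measured by 1 to 4 probes that are printed as many spots. The signal of a miRNA was the sum over its probes of the mean intensity of their spots, without control and outlier spots. A miRNA was taken as detected where at least 0.5 of the spots of any of its probes were well above background. The number of detected miRNAs per array was 71 to 102 (median 79) in the syngeneic grafts. In the allografts it was 84 to 114 (median 111) on day 5, 99 to 102 (median 99) on day 8, 98 to 115 (median 112) on day 14 and 60 to 90 (median 79) on day 100. No spot was saturated. The array of replicate 1 on day 100 was noisier, with an additive error of 13.1 intensity units against 2.67 to 3.66 on the other arrays. With 3 arrays per group, the number of mice limits the precision of each value.

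Each array was scaled by its 75th percentile over the 52 miRNAs detected on all 15 arrays. This percentile was 395 to 616 intensity units in the syngeneic grafts, and 457 to 949, 718 to 829, 750 to 1018 and 516 to 1002 in the allografts on day 5, day 8, day 14 and day 100. Scaled signals were raised to a floor of 0.0270, the median over arrays of the lowest detected signal, and put on the log2 scale. The 103 miRNAs detected on all 3 arrays of at least 1 group were tested with limma over all 15 arrays, and a miRNA was called different at a Benjamini-Hochberg adjusted p under 0.05. Of the values tested, 8.28% lay at the floor, so log2 fold changes of dim miRNAs are understated. The arrays lay on 2 slides scanned on the same day. The first slide held the allografts of days 8 and 14 with syngeneic replicates 1 and 2, and the second held the allografts of days 5 and 100 with syngeneic replicate 3.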

All microarray data were registered into the National Center for Biotechnology Information's Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with the accession number of GSE52164. 

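Compared with the syngeneic grafts on day 5, limma called 26 of the 103 tested miRNAs different in the allografts on day 5 (19 higher and 7 lower), 42 on day 8 (24 higher and 18 lower), 47 on day 14 (28 higher and 19 lower) and 32 on day 100 (17 higher and 15 lower). The median standard error of a log2 fold change was 0.24. The 3 arrays of day 14 lay all above or all below the 3 syngeneic arrays for 54.4% of the miRNAs, where chance gives 10% for 3 arrays against 3. This share was 30.1% on day 5, 51.5% on day 8 and 29.1% on day 100. Between the allografts of day 14 and day 100, 53 miRNAs differed, of which 34 were higher and 19 lower on day 14. A moderated F test over the 5 groups called 66 miRNAs.

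Because days 5 and 100 shared their slide with only 1 syngeneic array, the fit was repeated with the slide as a block. Only the syngeneic grafts lay on both slides, so the block rests on their replicate 3 against replicates 1 and 2. It cannot tell the slide from differences between these mice. The number of miRNAs called was then 5 on day 5, 46 on day 8, 49 on day 14 and 16 on day 100, and 20 between days 14 and 100. The count on day 100 moved most with the processing, to 1 with the methods' t-test after Benjamini-Hochberg adjustment. It was 11 without replicate 3 of day 100 and 14 without replicate 2 of the syngeneic grafts.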

The heat map of all miRNA analyzed by Agilent miRNA microarrays was shown in Supplementary Figure 2. 

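A 3-fold difference is 1.58 on the log2 scale. Among the tested miRNAs, 13 differed at least 3-fold from the syngeneic grafts and were called by limma on at least 1 of the 4 days. Of the 10 miRNAs named in Fig. 3, 3 did so. MiR-223 was 5.21-fold higher on day 14 (adjusted p = 7.9e-06 from limma with Benjamini-Hochberg adjustment) and miR-15b 4.87-fold higher (adjusted p = 1.1e-05), while miR-101b was 3.99-fold lower (adjusted p = 4.4e-06). For each of these 3, all arrays of day 14 lay beyond all syngeneic arrays. The largest difference of the other 7 was 2.93-fold for miR-451, 2.81-fold for miR-146a, 2.72-fold for miR-101a, 2.52-fold for miR-27a, 2.28-fold for miR-148a, 2.27-fold for miR-23a and 1.94-fold for miR-34a. The other 10 of the 13 miRNAs, 6 higher and 4 lower, are not among those named. Without scaling between arrays, 7 of the 10 named miRNAs passed 3-fold, all of them raised, and with a normexp background correction none did (0 of 10). The count of 13 moved most with normexp, to 2, and became 23 with the floor divided by 4.

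**Figure D1:**
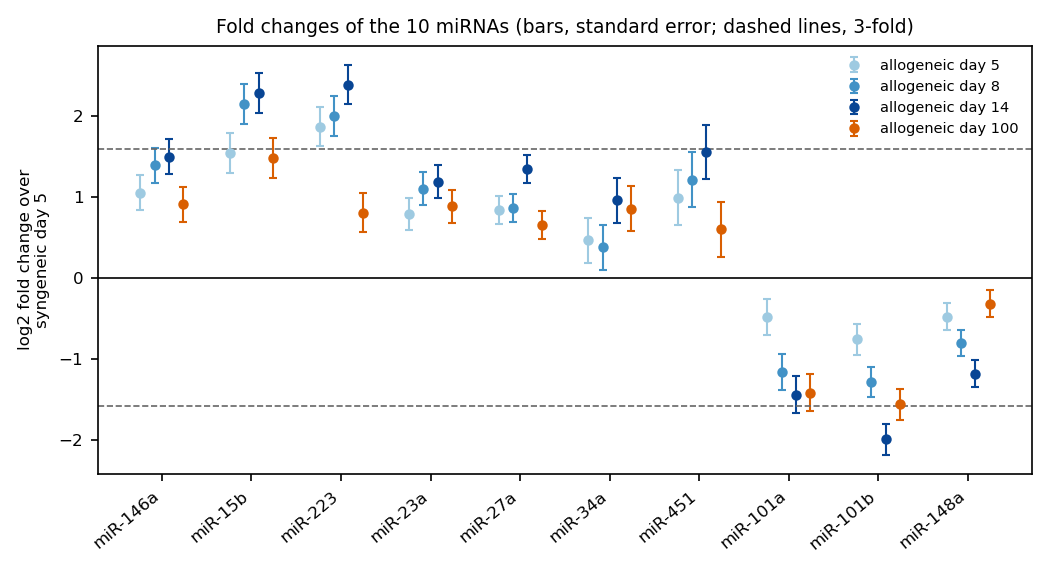
Log2 fold change of the 10 miRNAs in the allografts over the syngeneic grafts on day 5, with 1 color for each day after transplantation. Points are limma estimates from 3 arrays per group, bars are standard errors and dashed lines mark a 3-fold difference. Of the 10 miRNAs, 3 lie beyond a dashed line on day 14 and 0 on day 100.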

According to the miRNA microarray analysis, we identified that 10 miRNAs from liver allograft exhibited at least at one time point in time course (day 5, 8, 14, 100 post-transplantation), 3-fold lower or higher expression values compared with syngeneic liver graft on day 5 post-transplantation. 

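Each of the 10 miRNAs moved in the direction of Fig. 3 on each of the 4 days, in 40 of 40 comparisons with the syngeneic grafts. Limma called 35 of these at a Benjamini-Hochberg adjusted p under 0.05 over all tested miRNAs: 8 on day 5, 9 on day 8, 10 on day 14 and 8 on day 100. The counts per day were the same when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The 5 comparisons not called were miR-34a on day 5 (adjusted p = 0.25) and day 8 (adjusted p = 0.35), miR-101a on day 5 (adjusted p = 0.14), miR-451 on day 100 (adjusted p = 0.17) and miR-148a on day 100 (adjusted p = 0.14). The methods' t-test on the same values called 31 of the 40 at the paper's threshold, with 6, 9, 10 and 6 on the 4 days. After Benjamini-Hochberg adjustment it called 14, with 0, 6, 7 and 1 on these days. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. All 3 allograft arrays lay beyond all 3 syngeneic arrays for 7 of the miRNAs on day 5, 9 on day 8, 10 on day 14 and 7 on day 100. With the slide as a block, 11 of the 35 calls were lost, all on days 5 and 100, and 1 was gained.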

The signal intensity of these 10 miRNAs showed significant difference compared with syngeneic liver graft on day 5 post-transplantation (p < 0.05). 

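Over the tested miRNAs, the Euclidean distance between the mean log2 profile of the syngeneic grafts and that of the allografts was 7.02 on day 5, 9.53 on day 8, 10.4 on day 14 and 7.71 on day 100. An average-linkage tree of the 5 groups joined day 8 with day 14 first (distance 4.16) and day 5 next (5.81). The syngeneic grafts joined the allografts of day 100 (7.71), so that 3 of the 4 allograft groups stood apart from the syngeneic grafts. Taken singly, the allografts of day 8 (7.17) and day 5 (7.27) lay nearer to day 100 than the syngeneic grafts did. Day 14 lay further away (8.97), and average linkage joins day 100 by the mean distance to the days already joined. These distances carry no test. With the Pearson correlation distance in place of the Euclidean distance, 4 of the 4 allograft groups stood apart. With each array left out in turn, the number was 3 or 4, and it became 4 without replicate 1 or 3 of the syngeneic grafts, replicate 1 of day 100 or replicate 3 of day 5.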

A hierarchical clustering analysis of the miRNA expression profiles differentiated the time point of hepatic allografting following transplantation from the syngeneic grafts to be day 5 (Fig. 3A). The cluster had two groups, one consisting of miR-101a, 101b and 148a and the other consisting of miR-146a, 15b, 23a, 223, 451, 27a and 34a (Table 1). 

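A tree of the 10 miRNAs was drawn from their 4 log2 fold changes over the syngeneic grafts, with average linkage and the Pearson correlation distance. Its first division placed miR-101a, 101b and 148a on one side and miR-146a, miR-15b, miR-23a, miR-223, miR-451, miR-27a and miR-34a on the other, as in Fig. 3A for 10 of 10 miRNAs. The Euclidean distance gave the same division, as did each fit with 1 array left out. The correlation distance compares the shapes of the time courses and not their signs. On every day, 3 of the miRNAs were lower and 7 higher than in the syngeneic grafts.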

According to Figure 3B, the former miRNAs were downregulated compared with that observed in the syngeneic grafts, and the expression intensity generally gradually decreased after transplantation, hitting the bottom on day 14. 

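MiR-101b fell by 0.76 on the log2 scale on day 5 (standard error 0.19), by 1.29 on day 8 and by 2.00 on day 14 compared with the syngeneic grafts. MiR-101a fell by 0.49 (standard error 0.22), 1.17 and 1.45 on these days, and miR-148a fell by 0.48 (standard error 0.16), 0.81 and 1.19. Day 14 was below day 5 of the allografts for all 3 miRNAs, with log2 differences of -1.23 for miR-101b (adjusted p = 0.00090 from limma with Benjamini-Hochberg adjustment), -0.96 for miR-101a (adjusted p = 0.012) and -0.71 for miR-148a (adjusted p = 0.012). With the slide as a block, these differences were -1.05, -0.64 and -0.19, and none of the 3 was called. Against day 8, the difference passed the threshold for miR-101b (-0.71, adjusted p = 0.047) and not for miR-148a (-0.38, adjusted p = 0.20) or miR-101a (-0.28, adjusted p = 0.56). The mean scaled log2 signal on day 14 was -2.42 ± 0.40 (SD, n = 3) for miR-101b, -2.71 ± 0.37 for miR-101a and -0.85 ± 0.24 for miR-148a.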

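On day 100, miR-148a stood at 0.02 ± 0.06 (mean scaled log2 signal ± SD, n = 3), above every array of day 14, and the log2 difference of day 14 from day 100 was -0.87 (standard error 0.16, adjusted p = 0.0018 from limma with Benjamini-Hochberg adjustment). Day 14 and day 100 were on different slides, and with the slide as a block this difference was -0.35 (standard error 0.23) and no longer called. Without the block, the difference was -0.43 for miR-101b (standard error 0.19, adjusted p = 0.068) and the arrays of the days overlapped. For miR-101a it was -0.026 (standard error 0.22, adjusted p = 0.95), which does not separate the days. The block gave -0.25 for miR-101b (standard error 0.33) and 0.29 for miR-101a (standard error 0.40), the latter with day 100 lower. With median scaling, miR-101a was lower on day 100 than on day 14, at log2 fold changes of -1.44 and -1.36 over the syngeneic grafts. Compared with the syngeneic grafts, the log2 fold change on day 100 was -1.57 for miR-101b (adjusted p = 8.5e-05) and -1.42 for miR-101a (adjusted p = 0.00092). For miR-148a it was -0.32 (standard error 0.16), which did not pass the threshold, although it did with the slide as a block (-0.67, adjusted p = 0.030, in a range of 0.030 to 0.69 over the alternatives).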

Then, the expression intensity increased on day 100, although it remained downregulated compared with that observed in the syngeneic grafts. In contrast, all of the expression levels in the latter cluster increased after transplantation and peaked on day 14, then decreased until day 100. 

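The log2 fold change on day 14 over the syngeneic grafts was 2.38 for miR-223 and 2.28 for miR-15b (standard errors 0.24 and 0.25). It was 1.55 for miR-451 (standard error 0.34), 1.49 for miR-146a (0.21), 1.33 for miR-27a (0.17), 1.19 for miR-23a (0.20) and 0.95 for miR-34a (0.28). For each of the 7 miRNAs, the mean on day 14 was the highest of the 4 allograft means. The rise from day 5 to day 14 of the allografts lay between 0.40 for miR-23a and 0.75 for miR-15b, and limma called it for none of the 7 after Benjamini-Hochberg adjustment (0 of 7, lowest adjusted p = 0.062; 2 of 7 at an unadjusted p under 0.05). The difference of day 14 from day 8 was also called for none (0 of 7; 1 at an unadjusted p under 0.05), and ran from 0.09 for miR-23a to 0.58 for miR-34a. Day 14 exceeded day 100 by 1.58 for miR-223 (adjusted p = 0.00052), 0.96 for miR-451 (adjusted p = 0.032), 0.80 for miR-15b (adjusted p = 0.016), 0.68 for miR-27a (adjusted p = 0.0065) and 0.59 for miR-146a (adjusted p = 0.037). The decline was not called for miR-23a (0.31, adjusted p = 0.24) or miR-34a (0.10, adjusted p = 0.81). With the slide as a block, the difference from day 100 was still called for miR-223 (2.32), miR-15b (1.50) and miR-27a (1.18), and also for miR-23a (0.92), but not for miR-451 (0.78, standard error 0.63) or miR-146a (0.76, standard error 0.39). Counting raised and lowered miRNAs together, 10 of 10 had their extreme mean on day 14, and 7 of 10 did without replicate 1 of day 14. With the slide as a block, miR-101a was lower on day 100 than on day 14 (difference 0.29, standard error 0.40). With a normexp background correction, which compresses dim signals, miR-34a on day 14 was at -0.016. From these time courses the paper states that the 7 miRNAs peaked on day 14. It reports the same peak by quantitative PCR, which was not analysed here. From the correlation of these miRNAs with the immune response it proposes that they were related to inflammation or to the inhibitory response.

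**Figure D2:**
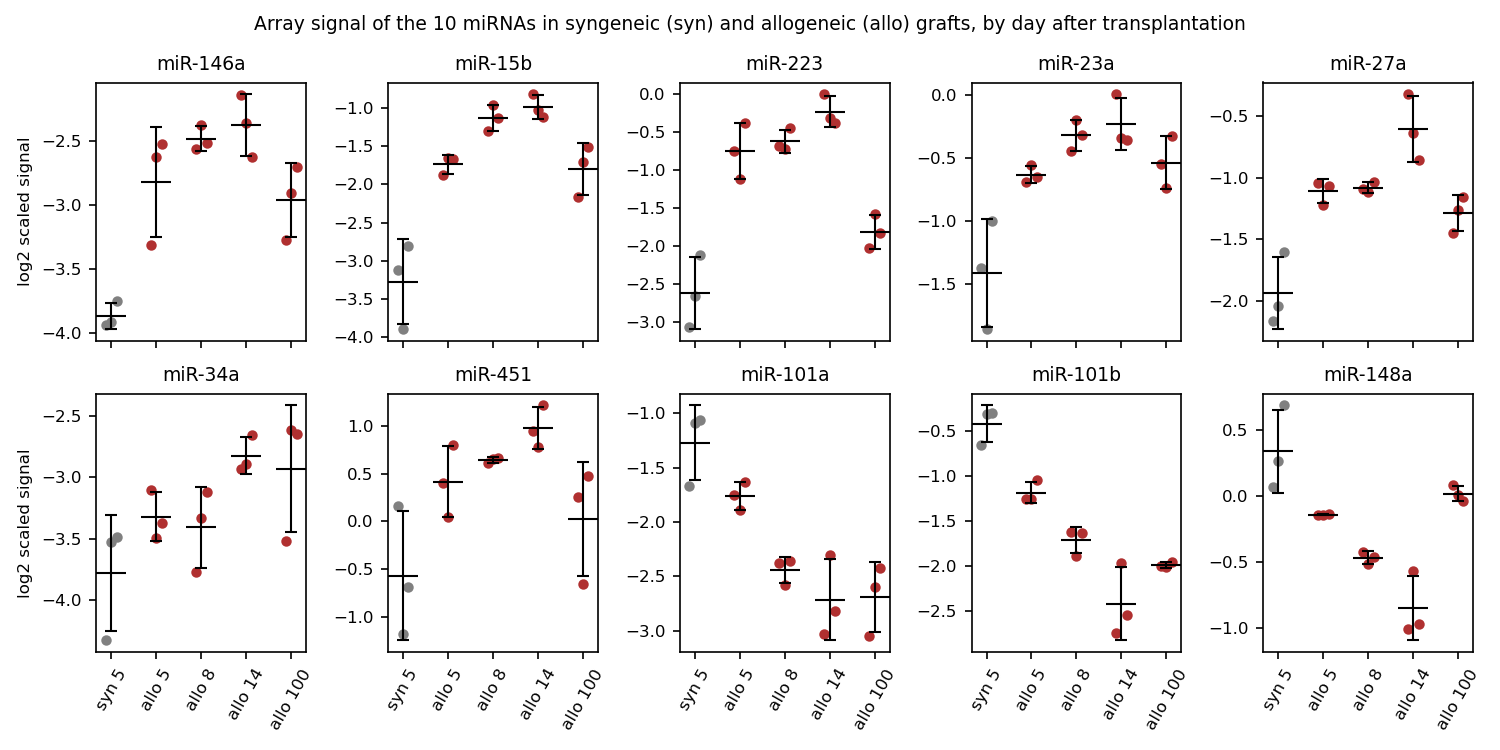
Scaled log2 signal of the 10 miRNAs on each of the 15 arrays, by group (syngeneic grafts on day 5, then allografts on days 5, 8, 14 and 100). Points are arrays, dashes are group means and bars are SDs over 3 arrays. MiR-223 has its highest allograft mean on day 14 (-0.23), and miR-101b has its lowest there (-2.42).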

The raw microarray data files have been deposited in the Gene Expression Omnibus repository (GSE52164).

### Changes in the miRNA expression after liver transplantation

To confirm the changes in the expressions of the 10 miRNAs that showed a difference from the syngeneic grafts using a miRNA microarray, quantitative RT-PCR was performed. Consistent with the results of the microarray, the expressions of miR-23a, 15b, 27a, 146a, 34a, 451 and 223 were consistent with the level of inflammation (Fig. 4A), and the changes in the expressions of miR-101a, 101b and 148a were in inverse proportion to the inflammation level after transplantation (Fig. 4B).

### Correlations between the graft miRNA levels and the pathological scores and function

To examine whether any relationships existed between the levels of the 10 miRNAs in the hepatic grafts and the pathological scores and function, Pearson's correlation analysis was performed. As shown in Figure 5 and 6, positive associations between the expressions of seven miRNAs, miR-223, 23a, 15b, 27a, 146a, 34a and 451, and both the pathological findings (Fig. 5A) and liver function (Fig. 6A) were consistent with the level of inflammation. The expression levels of the seven miRNAs increased, reaching a peak 14 days after transplantation and subsequently decreasing. In contrast, the levels of the three residual miRNAs (miR-101a, 101b and 148a) decreased after transplantation, reaching the lowest level 14 days after transplantation then increasing (Fig. 5B and 6B). We classified the level of correlation as high (r = 0.8 ~ 1.0, p < 0.01), moderate (r = 0.6 ~ 0.8, p < 0.01), low (r = 0.4 ~ 0.6, p < 0.05) or no correlation (p > 0.05) (Fig. 7). The results suggest that miR-223, 146a, 451, 34a and 15b are strongly correlated with inflammation, while miR-101a and 101b are correlated with the induction or maintenance of tolerance.

## Discussion

In order to investigate the genetic mechanisms underlying the spontaneous induction of tolerance, we isolated and analyzed miRNAs in syngeneic and allogeneic graft tissue using an miRNA microarray. In this study, we identified 10 miRNAs in the hepatic allografts that exhibited a difference compared with that observed in the syngeneic grafts (Table 1). Seven of these 10 miRNAs were upregulated (miR-223, 146a, 15b, 23a, 27a, 34a and 451) and three were downregulated (miR-101a, 101b and 148a) compared with that observed in the syngeneic grafts. The former seven miRNAs exhibited positive correlations between their expression level and the immune response reflected by the levels of inhibitory cytokines. This suggests that the upregulated miRNAs were correlated with inflammation and/or the inhibitory response. In our experiment, the kinetic of AST and RAI demonstrated that day 14 after liver transplantation is the peak of inflammatory response and immunoreaction against graft, whereas the production of IL-2 and IL-4 after liver transplantation was somewhat lower concentration in the previously published data^14^,^15^.

In the up-regulated miRNAs, miR-223 is highly expressed in a variety of organs^16^,^17^ and cells^18^. Together with other miRNAs, miR-223 fine-tunes the differentiation of myeloid precursors into either granulocytes or monocytes^19^,^20^ and regulates the differentiation and activation of these cells^21^. Moreover, it has been reported that miR-223 regulates the differentiation of myeloid-derived suppressor cells (MDSCs)^22^ that contribute to cancer evasion from the immune system via their high potential for suppressing the immune response^23^. We found that MDSCs are significantly upregulated in tolerant hepatic allografts (unpublished data). The overexpression of miR-223 in MDSCs is associated with slower tumor growth in mice with reconstituted subcutaneous tumors^22^. This suggests that miR-223 contributes to immune suppression by regulating the inhibitory system of immune responses of immune suppressive cells, such as MDSCs. MiR-223 is overexpressed in peripheral blood nuclear cells in renal allografted patients with acute rejection compared to that observed in those without acute rejection^24^. Furthermore, miR-223 level is highly predictive of acute rejection and strongly linked to the intragraft expression of CD3 mRNA^25^. The level of miR-223 is significantly higher in liver allografts with acute rejection in rats^26^. These previous studies highlight the important role of miR-223 in allograft rejection and the potential use of the miR-223 level as a biomarker of allograft rejection.

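MiR-146a had a mean scaled log2 signal of -3.87 ± 0.10 (SD, n = 3) in the syngeneic grafts and -2.96 ± 0.29 in the allografts on day 100. All 3 arrays of day 100 lay above all 3 syngeneic arrays. The log2 fold change was 0.91 (standard error 0.21, adjusted p = 0.011 from limma with Benjamini-Hochberg adjustment), a 1.87-fold higher expression. With the slide as a block it was 0.79 and no longer passed the threshold (adjusted p = 0.12), nor did it without replicate 3 of day 100 (0.78, adjusted p = 0.055). MiR-146a is dim on this array, and a normexp background correction left a log2 fold change of 0.11 (adjusted p = 0.61). Over all alternatives the adjusted p ran from 0.00063 to 0.61. Of the 7 raised miRNAs, 6 were called higher on day 100, all but miR-451.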

In the present study, miR-146a, another upregulated miRNA, exhibited a higher expression level in the tolerogenic allografts (day 100 after transplantation) than in the syngeneic grafts in the hepatic allografts. This data suggest that, to some extent, the role of miR-146a is to maintain the tolerogenic status. The macrophage inflammation responses to microbial infection involve the upregulation of miR-146^27^. The expression of miR-146a/b is nuclear factor-kappa B (NF-κB)-dependent and that the targets of miR-146a/b include TNF receptor-associated factor 6 (TRAF6) and IL-1 receptor-associated kinase 1 (IRAK1), which are key adapter molecules downstream of Toll-like receptors (TLR)s and cytokine receptors. Therefore, the authors proposed a role for miR-146a/b in controlling TLR and cytokine signaling through a negative feedback regulation loop involving the downregulation of the IRAK1 and TRAF6^27^. On the other hand. in accordance with our data for the liver allografts, miR-146a is highly expressed in renal rejecting allografts^24^, with a low expression is on naïve T-cells. MiR-146 exhibits a high expression level on Th1 cells, but not on Th2 cells, relative to the acceleration of Th1 cytokines, thus suggesting that Th1-specific miRNA is related to the acceleration of Th1 cytokines in the immune response^28^. The expression of miR-146a was significantly upregulated after allograft transplantation with acute rejection compared with that observed using a syngeneic combination in a rat liver transplantation model^26^. Taken together, these data suggest that miR-146a correlated with rejection and plays a certain role in the induction and/or persistence of tolerance via the negative feedback regulation of inflammatory responses.

MiR-34a, previously known for its potent tumor suppressive role, is a novel regulator of inflammation. The expression of miR-34a was downregulated in macrophages after lipopolysaccharide (LPS) stimulation. MiR-34a mimics decreased the expression of inflammatory cytokines, such as TNF-α and IL-6, in LPS-treated RAW264 cells, while the inhibition of mrR-34a increased their expression. Notch1 expression was downregulated by miR-34a, and the knockdown of Notch1 exhibited similar effects as miR-34a mimics on the LPS-induced macrophage inflammatory response. The NF-κB activation by LPS was also significantly suppressed by miR-34a^29^. These results suggest that miR-34a is a negative regulator of LPS-induced inflammation, and that this occurs at least partially as a result of its targeting Notch1. In contrast, miR-34a is involved in the downregulation of SIRT1 activity, and it has been reported that the inhibition of SIRT1 disrupts the stimulation of the NF-κB-induced inflammatory responses in chronic metabolic and age-related diseases^30^,^31^. These reports demonstrated that miR-34a might have proinflammatory properties.

A significant increase of the expression of miR-15b and miR-451 was observed in C57BL/6 mice that received intraperitoneal injections of LPS^32^. In addition, in acute liver failure, inhibition of miR-15b reduced the hepatic apoptosis via BCL2 regulation and TNF-α production^33^. These data suggest that miR-15b regulates TNF-α-mediated hepatic apoptosis via BCL2 during acute liver failure. Furthermore, the expression of miR-15b was found to be significantly elevated in the patients with fatty liver disease^34^. These data demonstrated that miR-15b and miR-451 are involved in the development of liver inflammation.

The miR-223, miR-23a and miR-15b levels were downregulated in the sera of multiple sclerosis patients. Further, the expression levels of miR-223 and miR-23a were altered in PBMCs from multiple sclerosis patients^35^. Additionally, miR-23a was expressed at significantly higher levels in the blood from patients with Crohn's disease^36^. MiR-23a was demonstrated to be induced by treatment with baicalin, a flavonoid, consistent with the attenuation of skin damage by ultraviolet radiation B^37^. These data suggested that miR-23a could play a role in the pathogenesis of neural disorders and have some beneficial effects for treating damaged skin.

MiR-27a and miR-23a belong to the same cluster. In an *in vitro* experiment using RAW264 macrophages, the inflammatory response to LPS stimulation showed that the expression of miR-27a was lower in treated cells than in the untreated control cells^38^. In addition, the treatment of the cells with hydrogen peroxide led to a reduction of the miR-27a expression^39^. Furthermore, the expression of miR-23a and miR-27a/b was significantly lower in the mouse livers damaged by carbon tetrachloride administration than in the normal liver^40^. Therefore, miR-27a, as well as miR-23a, suppressed the infiltration of CXCR4-positive inflammatory cells by targeting the CXCL12 gene^40^,^41^,^42^. These previous reports suggested that miR-27a might play a role in inhibiting inflammation.

MiR-451 was reported to act as a “tuner” of gene expression related to erythroid homeostasis^43^. MiR-451 confers protection against simulated ischemia/reperfusion-induced cardiomyocyte death at least partly by targeting the CUG triplet repeat-binding protein 2- cyclooxygenase-2 (COX-2) pathway^44^. In the non-alcoholic fatty liver disease model, the treatment with a dietetic regimen, which caused various liver injuries, demonstrated that there was significant downregulation of miR-451 and miR-27 in the livers of these rats^45^. Furthermore, in a mouse-to-rat cardiac xenotransplantation model, miR-451 in the grafts was lower, while miR-146a was higher than the isograft control at the endpoint of rejection^46^. These data suggest that miR-451 is involved in the anti-inflammatory response(s).

With regard to the downregulated miRNAs, miR-101a regulates the activation of mitogen-activated protein kinase (MAPK) in macrophages by targeting MAPK phosphatase-1^47^. The induction of liver damage in mice exposed to 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) showed that miR-101a was differentially downregulated by TCDD. Further, the targets of miR-101a, such as COX-2, enhancer of zeste homolog 2 and cFos, were all upregulated. These data demonstrated that miR101a plays a significant role in the development of liver damage in mice exposed to TCDD^48^. The miRNA expression levels in splenic lymphocytes from murine lupus models revealed that miR-101a was also markedly upregulated in splenic T cells, but not B cells, from MRL-lpr mice^49^. MiR-101a is also upregulated in CD4 T cells from sanroque mice, which develop lupus-like autoimmune syndrome as a result of the loss of Roquin-mediated repression of the inducible T-cell co-stimulator (ICOS)^50^. In addition, in a xenotransplantation model using SCID mice, miR-101-overexpressing xenograft tumor tissues showed decreased capillary densities and decreased levels of vascular endothelial growth factor (VEGF) and COX-2 by directly targeting them^51^,^52^,^53^. The development of colonic inflammation in IL-10 knockout mice was accompanied by the upregulation of miR-101, miR-223 and miR-146a. *In vitro* exposure of colonic intraepithelial lymphocytes to IL-10 resulted in the downregulation of miR-101 and miR-223^54^. These reports suggested that miR-101a plays an important role in the anti-inflammatory responses.

C57BL/6 mice infected with self-healing *Plasmodium chabaudi* malaria develop protective immunity. This infection induces an upregulation of hepatic mRNAs encoding inflammatory cytokines. MiR-101b is downregulated in this infection, and the downregulation of the miR-101b is retained in mice with protective immunity, and is even sustained upon homolog re-infections of immune mice. These data suggest that miR101b is involved in the development of protective immunity. Furthermore, the tissues from mice deficient in E2F1, a transcription factor involved in the regulation of the inflammatory response to TLRs, treated with systemic LPS revealed that the E2F1-deficient mice showed significantly different regulation of miR-101b compared with wild type controls. These data suggested that miR-101b is involved in the innate immune response to systemic LPS^55^. In addition, high mobility group A1 (HMGA1) protein, a positive inducer of inflammatory signals, positively regulates the expression of miR-101b^56^, further suggesting that miR-101b is involved in the inflammatory responses.

The hepatocyte-derived miRNA analysis of the serum samples from healthy controls and liver transplant recipients and peritransplant liver allograft biopsy samples demonstrated that the expression of miR-148a in the liver tissue was significantly reduced by prolonged graft warm ischemia times^57^. The levels of miR-148a closely correlate with the AST and ALT levels during posttransplant liver injury and acute rejection. This study showed that miR-148a is involved in liver injury. The strong TCR signaling, which is elicited by high affinity ligands or by extended ligand exposure, inhibits foxp3 expression in conventional T cells at the epigenetic level. The suppression of miR-148a by strong TCR signal leads to depression of DNMT1 mRNA translation, which then modulates the expression of foxp3 epigenetically^58^. MiR-148a downregulates HLA-G expression by binding its 3′UTR, and this downregulation of HLA-G affects leukocyte immunoglobulin-like receptor subfamily B member 1 (LILRB1) recognition, and consequently abolishes the LILRB1-mediated inhibition of NK cell killing. In the placenta, miR-148a is expressed at relatively low levels, compared to that in other healthy tissues, and the mRNA levels of HLA-G are particularly high in the placenta, suggesting that this might enable the tissue-specific expression of HLA-G^59^. These studies demonstrated that miR-148a has a major role in immune regulation.

In this experiment, several miRNA day 100 after transplantation also expressed on day 14, irrespective of big difference of the AST and RAI. 

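On all 3 arrays of day 100, 54 miRNAs were detected. Of these, 53 were also detected on all 3 arrays of day 14, and 52 on all 3 syngeneic arrays. Of the 32 miRNAs that differed from the syngeneic grafts on day 100, 16 also differed on day 14, and 16 of these 16 did so in the same direction. Counted by sign alone, 22 of the 32 moved the same way on day 14. Both days were compared with the same 3 syngeneic arrays, so some overlap arises without any change in the allografts. Across the 103 miRNAs, which are not independent replicates, the log2 fold changes of the 2 days had a Pearson correlation of 0.57. In 1000 simulations of unchanged groups against the same control arrays, this correlation averaged 0.49, with 0.69 at the upper end of its central 95%. The share of miRNAs that moved in the same direction was 66.0%, and 66.7% in the simulations. The correlation and the share were thus not beyond those of unchanged groups. Both days did differ from the syngeneic grafts here, though. The simulation therefore cannot say how much of the correlation or the share comes from the shared control arrays. The 16 shared calls were not set against a simulation.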

The reason why is at least there are two mechanisms of immunological reaction in the day 14. On day 14 after liver transplantation, the histology and AST are very severe, which demonstrated that proinflammatory immunological response in the grafted liver. However, coincidentally the mechanisms of induction and maintenance tolerance might be also already active. Therefore, the miRNA expressed on day 100 after liver transplantation also expressed on day 14.

The miRNAs are generated at high amounts in cells with tissue specificity^60^,^61^ and have recently been shown to be strikingly stable in plasma^62^,^63^. In our results, we identified several candidate miRNAs that are possible biomarkers for monitoring the induction of tolerance, although these miRNAs were detected in the graft not the plasma. In order to easily monitor the induction of tolerance, it is better to use plasma as a specimen to detect miRNAs after liver transplantation. Therefore, further studies identifying miRNAs in the plasma during tolerance induction are needed, as recently described using an acute rejection model of rat liver transplantation^26^ and patient samples^57^. Farid et al.^57^ chose 15 miRNAs found on the bibliography and examined the levels of expression in the serum of affected individuals after liver transplantation. Their outcomes suggest that miRNAs derived from hepatocytes are potential candidates as early, stable and sensitive biomarkers of rejection and hepatic injury following liver allografting. Furthermore, Hu et al.^26^ demonstrated the global miRNA expression profiles in rat plasma and hepatic allografts. In their results, nine miRNAs exhibited significant changes in both the plasma and graft. Eight of the nine miRNAs demonstrated reciprocal changes in the plasma and graft.

It is easy to induce tolerance in liver allografts compared with other organs; however, the mechanism underlying this phenomenon remains unknown. With respect to the regulation of immunosuppressive drugs, identifying biomarkers of tolerance is useful. In this study, we found that some miRNAs are correlated with the suppressive response using a unique mouse liver transplantation model. Our results indicate that monitoring the graft expression of novel miRNAs may allow clinicians to differentiate between rejection and tolerance.

## Methods

### Animals

B10.BR (BR, H2-K^k^) and B10.D2 (D2, H2-K^d^) male mice weighing 25–30 g were purchased from the Shizuoka Laboratory Animal Center (Shizuoka, Japan). All mice were maintained under standard conditions and fed rodent food and water, in accordance with the guidelines of the Animal Use and Care Committee of the National Research Institute for Child Health and Development. All animal experiments were performed according to the recommendations of the Committee on the Care and Use of Laboratory Animals at the National Research Institute for Child Health and Development. The protocol was approved by the Committee on the Care and Use of Laboratory Animals at the National Research Institute for Child Health and Development (Permit Number: 2002-003). All surgery was performed under ether anesthesia, and all efforts were made to minimize suffering.

### Orthotopic liver transplantation

BR mice were used as donors and D2 mice were used as recipients. We performed transplantation surgery on the mice as previously described^6^. In brief, after flushing 1 ml of cold saline through the portal vein, the donor liver was removed and preserved in the same solution. We subsequently transplanted the livers into the recipient mice using the cuff technique.

### Histological studies

For the histological observations, three mice from each group were sacrificed, and the liver grafts were removed on days 5, 8, 14, 30 and 100 after transplantation. Liver tissues fixed in 10% phosphate-buffered formalin were embedded in paraffin, and 5-μm-thick sections were stained with hematoxylin and eosin for standard microscopy. The histological findings were graded according to the Banff schema with modification (Table 2) to grade hepatic allograft rejection^64^, and the rejection activity index (RAI) was defined and used to grade acute rejection. Specimens measuring up to 1 cm^3^ were embedded in OCT compound (Tissue-Tek, Elkhart, IN) and stored at −80°C for immunohistochemical staining using anti-CD8 monoclonal antibodies (BD PharMingen, San Diego, CA), as previously described^5^. To detect Programed cell death, a TUNEL assay was performed on paraffin-embedded sections using the ApopTag Plus peroxidase in situ apoptosis detection kit (CHEMICON, Billerica, MA) according to the manufacturer's instructions.

### Measurement of the serum AST levels

The serum aspartate aminotransferase (AST) levels were used as indicators of hepatic dysfunction. The assays were performed with mice serum obtained after liver transplantation using a GOT/AST-PIII diagnostic kit (Fujifilm, Kanagawa, Japan), as described by the manufacturer.

### RNA isolation from hepatic graft tissue

Total RNA, including miRNA from RNAlater (Ambion, Austin, TX) immersed liver grafts, was isolated using the RNeasy Mini Kit and miRNeasy kit (QIAGEN Inc., Valencia, CA.), according to the manufacturer's protocol. The quality and quantity of the RNA were evaluated using the NanoDrop 1000 (Thermo Scientific Inc., Waltham, MA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### miRNA array hybridization and data analyses

One hundred ng of total RNA was dephosphorylated with calf intestinal alkaline phosphatase (Takara Bio Inc., Shiga, Japan), followed by denaturing with heat in the presence of dimethyl sulfoxide (SIGMA-Aldrich Co., St. Louis, MO). A cyanine dye, cyanine3-cytidine bisphosphate (Agilent), was then joined to the dephosphorylated single-stranded RNA using T4RNA ligase (Ambion). MicroBioSpin 6 columns (Bio-Rad Laboratories Inc., Hercules, CA) were used to remove any unincorporated cyanine dye from the samples. The purified labeled miRNA probes were hybridized to 8 × 15 K mouse miRNA microarrays (Agilent Technologies) in a rotating hybridization oven at 20 rpm for 20 hours at 55°C. After hybridization, the arrays were washed in Gene Expression Wash Buffer 1 with Triton X-102 followed by Gene Expression Wash Buffer 2 with Triton X-102. After washing, all slides were immediately scanned at a resolution of 5 μm with Green-PMT XDR Hi 100%, Lo 5% using an Agilent DNA Microarray Scan (Agilent). The resulting images were quantified using Agilent's Feature Extraction software program. The differentially expressed miRNAs were identified using a standard protocol developed for miRNA gene arrays. To increase the reliability of the data and ease of detection, miRNA species with a hybridization intensity < 1.5 times the average hybridization intensity (mean) were excluded from the analysis. 

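The paper's text does not say over which spots or arrays this average was taken. The filter was read as a mean scaled signal over the 15 arrays of at least 1.5 times the mean of all miRNAs on the array, which 37 mouse miRNAs passed. Under this reading 7 of the 10 miRNAs of Fig. 3 passed, and miR-146a, 34a and 101a did not. Of the 10 other miRNAs that limma called at least 3-fold different on some day, 3 passed (miR-142-3p, miR-720 and miR-1224), of which miR-1224 was named after its values were seen.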

A miRNA clustering analysis was performed with the Hierarchical clustering algorithm provided in the Avadis, ArrayAssist 4.3 software package.

### Cytokine assay

The levels of interleukin (IL)-2, IL-4, IL-6, IL-10, IL-12, monocyte chemoattractant protein (MCP)-1, transforming growth factor (TGF)-β, interferon (IFN)-γ and tumor necrosis factor (TNF)-α in the serum on days 5, 8, 14, 30 and 100 postallograft were quantified using a BD™ Cytometric Bead Array mouse IL-2, IL-4, IL-6, IL-10, IL-12, MCP-1, TGF-β, IFN-γ and TNF-α Flex Kit (BD Biosciences, Franklin Lakes, NJ) according to the manufacturer's protocol.

### Quantitative real-time reverse transcriptase-polymerase chain reaction (RT-PCR)

The relative quantification of the murine miRNA expression was determined using Taqman technology. Primers amplifying the murine pre-miRNA region and a specific Taqman probe were purchased from Applied Biosystems (Foster City, CA). Taqman MicroRNA Assay (Applied Biosystems) technology with a mature miRNA-specific probe and RT and PCR primers was used to quantify mature miRNA, according to the manufacturer's instructions. The amplification of U6 small RNA (Applied Biosystems) was performed with each experimental sample as an endogenous control to account for differences in the amount and quality of total RNA added to each reaction. Each 600 ng of RNA was reverse transcribed to cDNA using an oligo (dT) primer and Super Script™ reverse transcriptase (Invitrogen, Carlsbad, CA) according to the manufacturer's protocol. Quantitative RT-PCR was performed using the TaqMan system on the Applied Biosystems 7900HT Sequence Detection System (Applied Biosystems). Primers amplifying the murine mRNA region and a specific Taqman probe were designed using the PrimerExpress software program (Applied Biosystems). The data are expressed according to the comparative cycle threshold (Ct). The normalized Ct value of each gene was obtained by subtracting the Ct value of 18S rRNA. The fold change versus one sample in the control group was calculated. All primers and the Taqman probe were obtained from Applied Biosystems.

### Statistical analysis

Student's *t*-test was used to compare the paired and unpaired variables. A statistical evaluation of graft survival was performed using the Kaplan-Meier test. *P* values of less than 0.05 were considered to be statistically significant.

## Supplementary Material

Supplementary Information supplementary Figure1&2

## Figures and Tables

**Figure 1:**
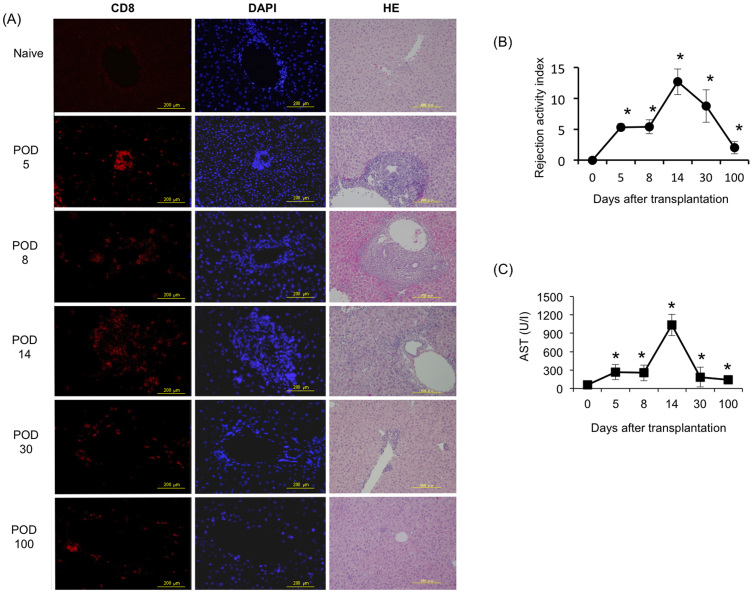
Analysis of pathological cytotoxic T lymphocyte (CTL) infiltration and a function assessment in the mouse hepatic allograft model. BR livers were transplanted into D2 mice. The pathological lesions were monitored on days 0, 5, 8, 14, 30 and 100 posttransplant. (A) CD8^+^ CTLs infiltration was dramatically increased in the grafts. HE staining revealed extensive hemorrhaging and/or parenchymal necrosis on days 5, 8 and 14. (POD = post-operative day; Scale bars represent 200 μm). (B) The severity was graded according to the Banff liver rejection criteria. (C) The AST level was significantly elevated on days 5 and 8 after hepatic transplantation and peaked on day 14 posttransplant. The AST level was then obviously and quickly downregulated on days 30 and 100 posttransplant. All experiments, data were analyzed of three mice per each time point and expressed as the mean ± standard deviation (SD), except for the levels of AST in day30, which reflect the average values from two mice. *p < 0.05 compared with day 0.

**Figure 2:**
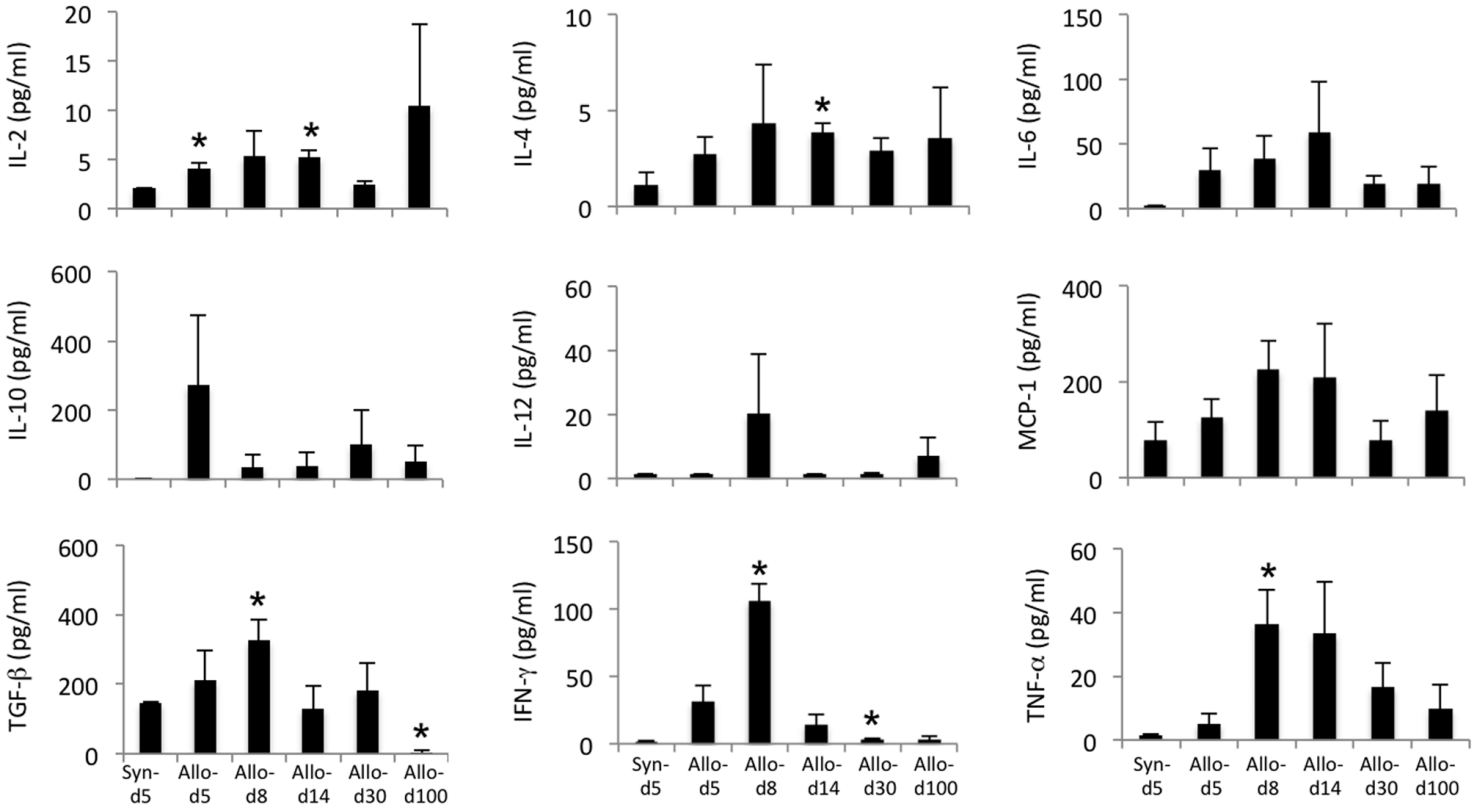
Changes in the levels of serum cytokines in the murine hepatic allografts. To address the changes in the cytokine levels after liver transplantation, the levels of IL-2, IL-4, IL-6, IL-10, IL-12, MCP-1, TGF-β, IFN-γ and TNF-α in the serum on days 5, 8, 14, 30 and 100 postallograft were measured using a BD™ Cytometric Bead Array. All experiments, data were analyzed of three mice per each time point and expressed as the mean ± standard error of the mean (SEM), except for day5 and 8, which was analyzed by five mice. *p < 0.05 compared with day 0.

**Figure 3:**
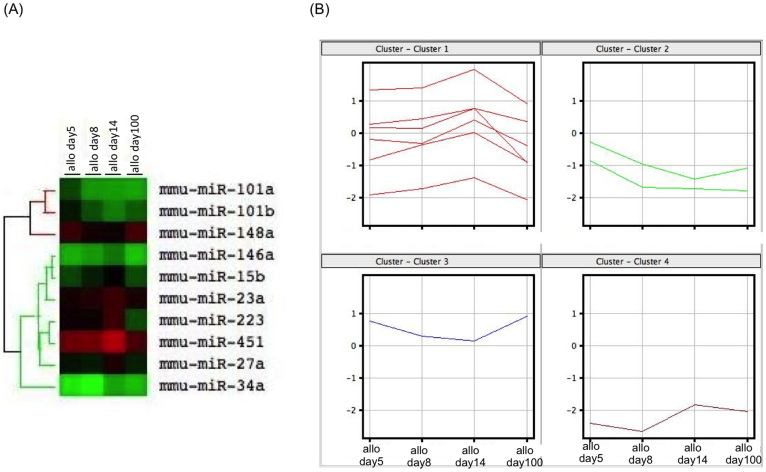
The differential expression of the miRNAs was monitored on days 5, 8, 14 and 100 postallograft compared with that observed in the syngeneic grafts on day 5. (A) A heat map representation of the differentially regulated miRNAs in the hepatic allografts at different time points after hepatic transplantation compared with that observed in the syngeneic grafts on day 5. The progressively brighter shades of red indicate a gradual increase in the miRNA concentration, whereas the shades of green indicate a gradual decrease in the miRNA expression levels. The expression levels ranged from -3-fold to 3-fold. A miRNA clustering tree is shown on the left. The microarray results were hierarchically clustered using the GeneCluster program. (B) A cluster analysis of the 10 miRNAs showed a >3-fold change between day 5 after syngeneic grafting and day 14 after allograft transplantation (p < 0.05). Clusters 1 and 4 contain miR-146a, 15b, 23a, 223, 451 and 27a, and miR-34a, respectively. Clusters 2 and 3 contain miR-101a and 101b, and 148a, respectively. All experiments, data were analyzed of three mice per each time point.

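On day 14 alone, 10 of the tested miRNAs differed at least 3-fold from the syngeneic grafts and were called by limma, 3 of them among the 10 in the cluster analysis. With quantile normalization or median scaling this number was 4, with miR-451 added. All 10 clustered miRNAs were called on day 14, and their log2 fold changes ran from -2.00 for miR-101b to 2.38 for miR-223.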

**Figure 4:**
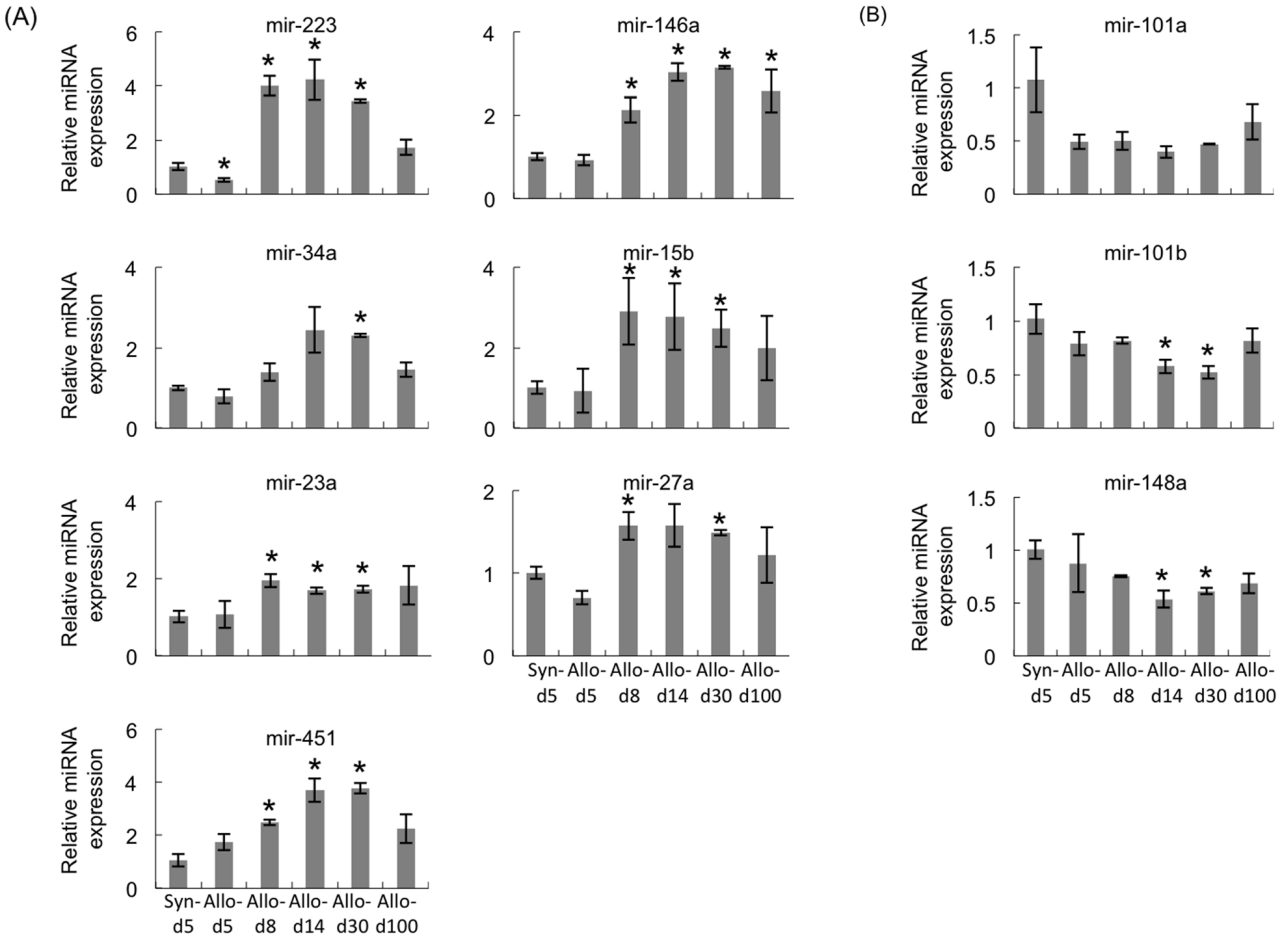
Validation of the microarray data using a real-time RT-PCR assay in the mouse hepatic graft model. The miRNA levels were analyzed on days 5, 8, 14, 30 and 100 in the hepatic allografts. The graph indicates the number of copies of each of the three representative miRNAs measured in the syngeneic grafts or allografts obtained from three individuals. The relative amount of each miRNA was normalized to that of U6 snRNA. (A). The expression levels of seven miRNAs were upregulated. (B). The expression levels of three miRNAs were downregulated according to the pathological conditions after hepatic allografting. All experiments, data were analyzed of three mice per each time point and expressed as the mean ± SEM, except for day30, which reflect the average values from two mice. *p < 0.05 compared with syngeneic day 5.

**Figure 5:**
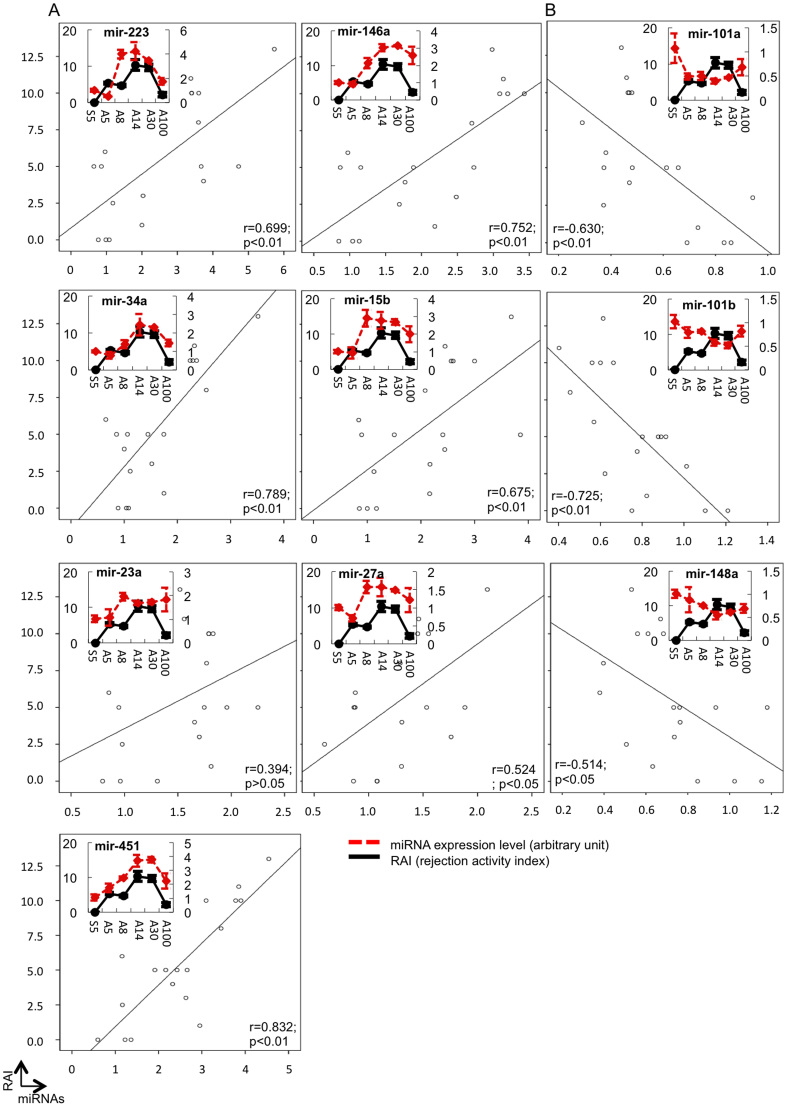
Expression assessment of 10 miRNAs in the liver grafts using a real-time RT-PCR analysis system and an analysis of the relationship between the miRNA levels in the grafts and the pathological scores. The miRNA expression levels were analyzed as described in Figure 4. Pearson's correlation analysis was used to estimate the relationship between the gene expression and the rejection activity index. (A). The expression levels of seven miRNAs were upregulated. (B). The expression levels of three miRNAs were downregulated according to the pathological conditions after hepatic allografting. All experiments, data were analyzed of three mice per each time point and expressed as the mean ± SEM, except for day30, which reflect the average values from two mice.

**Figure 6:**
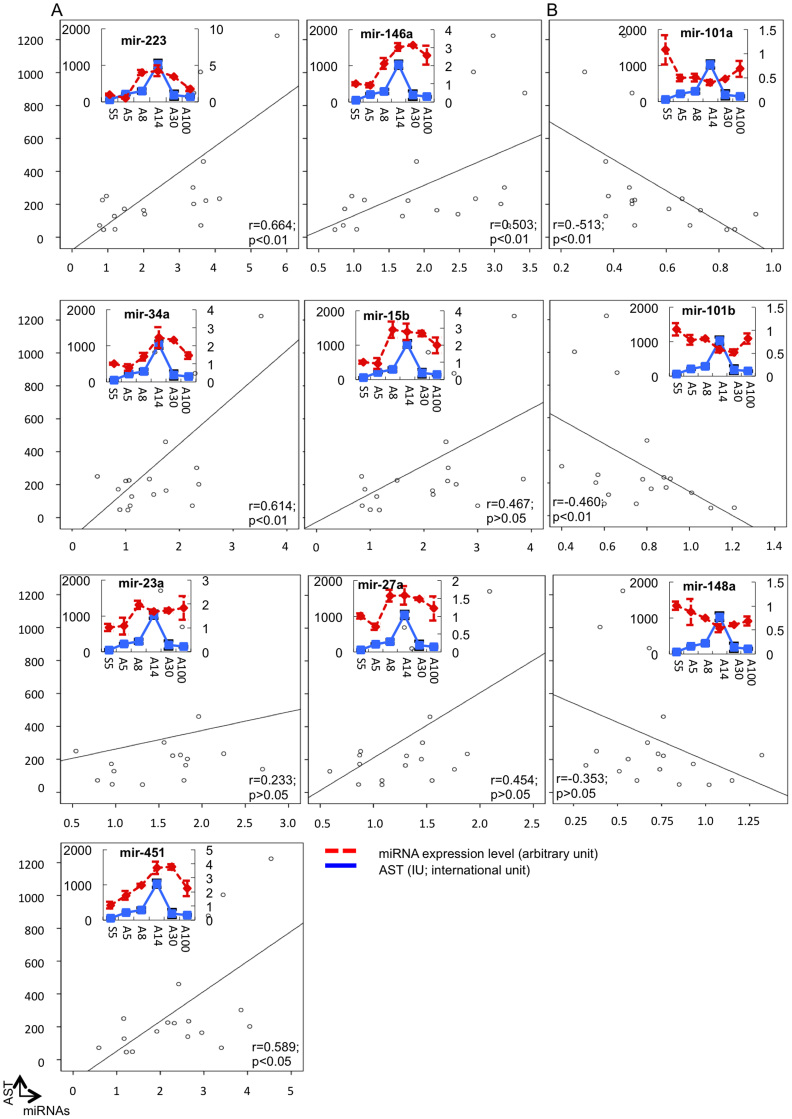
Expression assessment of 10 miRNAs in the liver grafts using a real-time RT-PCR analysis system and an analysis of the relationship between the miRNA levels in the grafts and the function parameters. The miRNA expression levels were analyzed as described in Figure 4. Pearson's correlation analysis was used to estimate the relationship between the gene expression and the AST level. (A). The expression levels of seven miRNAs were upregulated. (B). The expression levels of three miRNAs were downregulated according to the pathological conditions after hepatic allografting. All experiments, data were analyzed of three mice per each time point and expressed as the mean ± SEM, except for day30, which reflect the average values from two mice.

**Figure 7:**
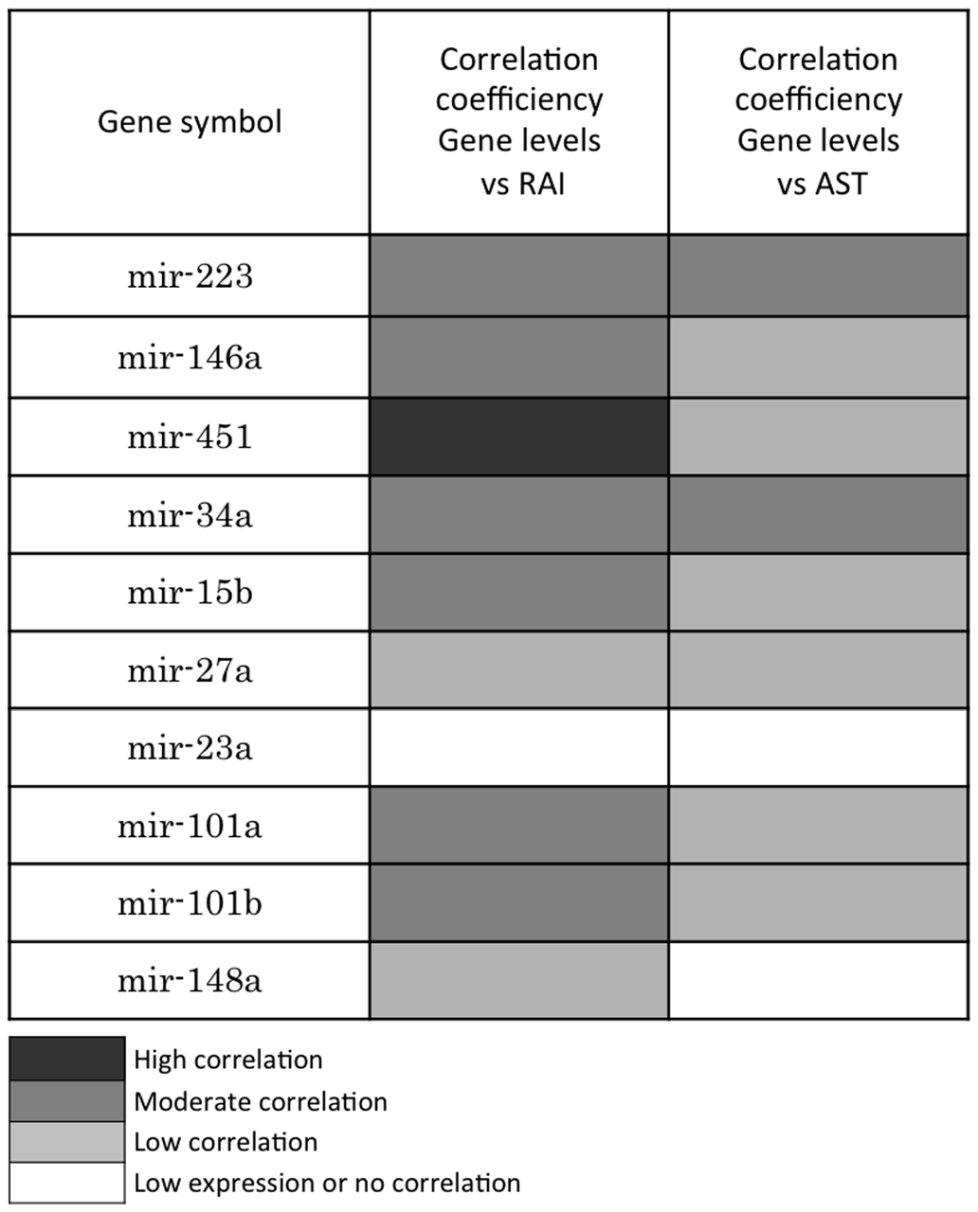
Relationships between the expression levels of the 10 miRNAs in the liver grafts and the pathological scores and function parameters. A color legend is shown as follows: Genes with a highly significant correlation (r = 0.8 ~ 1.0; p < 0.01) relative to the pathological score (RAI)/AST are depicted in dark gray, those with a moderately significant correlation (r = 0.6 ~ 0.8; p < 0.01) are depicted in gray and those with a relatively low significant correlation are depicted in slight gray (r = 0.4 ~ 0.6; p < 0.05). Genes with no significant correlation are depicted in white (p > 0.05).

**Table 1:** List of microRNAs that differed between the allo and the syngenic liver graft (fold change > 3; p < 0.05)

Upregulated								
miRNA	allo-day5		allo-day8		allo-day14		allo-day100	
Fold change (log_2_)	*p* value	Fold change (log_2_)	*p* value	Fold change (log_2_)	*p* value	Fold change (log_2_)	*p* value	
miR-146a	2.08	0.036	2.38	0.009	3.01	0.008	1.87	0.040
miR-15b	2.92	0.036	4.01	0.010	5.22	0.008	2.78	0.040
miR-223	3.66	0.041	3.62	0.009	5.58	0.008	1.74	0.029
miR-23a	1.73	0.041	1.94	0.015	2.44	0.013	1.83	0.040
miR-27a	1.79	0.036	1.65	0.009	2.70	0.009	1.56	0.023
miR-34a	1.38	0.034	1.18	0.032	2.08	0.045	1.80	0.044
miR-451	2.00	0.027	2.10	0.012	3.14	0.045	1.50	0.042

**Table 2:** Pathological grading of hepatic rejection

Portal Inflammation	0	None
	1	Mostly lymphocytic inflammation involving, but not noticeably expanding, a minority of the triads
	2	Expansion of most or all of the triads, by a mixed infiltrate containing lymphocytes with occasional blasts, neutrophils and eosinophils
	3	Marked expansion of most or all of the triads by a mixed infiltrate containing numerous blasts and eosinophils with inflammatory spillover into the periportal parenchyma
Bile Duct Inflammation Damage	0	None
	1	A minority of the ducts are cuffed and infiltrated by inflammatory cells and show only mild reactive changes such as increased nuclear, cytoplasmic ratio of the epithelial cells
	2	Most or all of the ducts infiltrated by inflammatory cells. More than an occasional duct shows degenerative changes such as nuclear pleomorphism, disordered polarity and cytoplasmic vacuolization of the epithelium
	3	As above for 2, with most or all of the ducts showing degenerative changes or focal lumenal disruption
Venous Endothelial Inflammation	0	None
	1	Subendothelial lymphocytic infiltration involving some, but not a majority of the portal and/or hepatic venules
	2	Subendothelial infiltration involving most or all of the portal and/or hepatic venules
	3	As above for 2, with moderate or severe perivenular inflammation that extends into the perivenular parenchyma and is associated with perivenular hepatocyte necrosis

## References

[b1] OrlandoG., SokerS. & WoodK. Operational tolerance after liver transplantation. J Hepatol 50, 1247–1257 (2009).1939410310.1016/j.jhep.2009.03.006

[b2] KawasakiM. *et al.* Gene expression profile analysis of the peripheral blood mononuclear cells from tolerant living-donor liver transplant recipients. Int Surg 92, 276–286 (2007).18399100

[b3] CalneR. Y. *et al.* Induction of immunological tolerance by porcine liver allografts. Nature 223, 472–476 (1969).489442610.1038/223472a0

[b4] KamadaN., BronsG. & DaviesH. S. Fully allogeneic liver grafting in rats induces a state of systemic nonreactivity to donor transplantation antigens. Transplantation 29, 429–431 (1980).699057210.1097/00007890-198005000-00021

[b5] MoritaM. *et al.* PD-1/B7-H1 interaction contribute to the spontaneous acceptance of mouse liver allograft. Am J Transplant 10, 40–46 (2010).1988912410.1111/j.1600-6143.2009.02859.xPMC2887673

[b6] MoritaM. *et al.* Spontaneous tolerance involving natural killer T cells after hepatic grafting in mice. Transpl Immunol 18, 142–145 (2007).1800585910.1016/j.trim.2007.05.015

[b7] XieL. *et al.* Identification of a novel biomarker gene set with sensitivity and specificity for distinguishing between allograft rejection and tolerance. Liver Transpl 18, 444–454 (2012).2216218810.1002/lt.22480

[b8] PasquinelliA. E. *et al.* Conservation of the sequence and temporal expression of let-7 heterochronic regulatory RNA. Nature 408, 86–89 (2000).1108151210.1038/35040556

[b9] PritchardC. C., ChengH. H. & TewariM. MicroRNA profiling: approaches and considerations. Nat Rev Genet 13, 358–369 (2012).2251076510.1038/nrg3198PMC4517822

[b10] FireA. *et al.* Potent and specific genetic interference by double-stranded RNA in Caenorhabditis elegans. Nature 391, 806–811 (1998).948665310.1038/35888

[b11] RodriguezA., Griffiths-JonesS., AshurstJ. L. & BradleyA. Identification of mammalian microRNA host genes and transcription units. Genome Res 14, 1902–1910 (2004).1536490110.1101/gr.2722704PMC524413

[b12] BaltimoreD., BoldinM. P., O'ConnellR. M., RaoD. S. & TaganovK. D. MicroRNAs: new regulators of immune cell development and function. Nat Immunol 9, 839–845 (2008).1864559210.1038/ni.f.209

[b13] SonkolyE., StahleM. & PivarcsiA. MicroRNAs and immunity: novel players in the regulation of normal immune function and inflammation. Semin Cancer Biol 18, 131–140 (2008).1829167010.1016/j.semcancer.2008.01.005

[b14] LiW., ZhengX. X., KuhrC. S. & PerkinsJ. D. CTLA4 engagement is required for induction of murine liver transplant spontaneous tolerance. Am J Transplant 5, 978–986 (2005).1581687710.1111/j.1600-6143.2005.00823.x

[b15] ShiY. *et al.* Gene silencing of 4-1BB by RNA interference inhibits acute rejection in rats with liver transplantation. Biomed Res Int 2013, 192738 (2013).2348408910.1155/2013/192738PMC3581255

[b16] CaiP. *et al.* MicroRNA-Gene Expression Network in Murine Liver during Schistosoma japonicum Infection. PLoS One 8, e67037 (2013).2382560910.1371/journal.pone.0067037PMC3692539

[b17] HarrazM. M., EackerS. M., WangX., DawsonT. M. & DawsonV. L. MicroRNA-223 is neuroprotective by targeting glutamate receptors. Proc Natl Acad Sci U S A 109, 18962–18967 (2012).2311214610.1073/pnas.1121288109PMC3503176

[b18] MerkerovaM., BelickovaM. & BruchovaH. Differential expression of microRNAs in hematopoietic cell lineages. Eur J Haematol 81, 304–310 (2008).1857317010.1111/j.1600-0609.2008.01111.x

[b19] HaneklausM., GerlicM., O'NeillL. A. & MastersS. L. miR-223: infection, inflammation and cancer. J Intern Med 274, 215–226 (2013).2377280910.1111/joim.12099PMC7166861

[b20] O'ConnellR. M., ZhaoJ. L. & RaoD. S. MicroRNA function in myeloid biology. Blood 118, 2960–2969 (2011).2172505410.1182/blood-2011-03-291971PMC3175776

[b21] JohnnidisJ. B. *et al.* Regulation of progenitor cell proliferation and granulocyte function by microRNA-223. Nature 451, 1125–1129 (2008).1827803110.1038/nature06607

[b22] LiuQ. *et al.* miR-223 suppresses differentiation of tumor-induced CD11b(+) Gr1(+) myeloid-derived suppressor cells from bone marrow cells. Int J Cancer 129, 2662–2673 (2011).2121321110.1002/ijc.25921

[b23] GabrilovichD. I. & NagarajS. Myeloid-derived suppressor cells as regulators of the immune system. Nat Rev Immunol 9, 162–174 (2009).1919729410.1038/nri2506PMC2828349

[b24] AnglicheauD. *et al.* MicroRNA expression profiles predictive of human renal allograft status. Proc Natl Acad Sci U S A 106, 5330–5335 (2009).1928984510.1073/pnas.0813121106PMC2663998

[b25] SuiW. *et al.* Microarray analysis of MicroRNA expression in acute rejection after renal transplantation. Transpl Immunol 19, 81–85 (2008).1834664210.1016/j.trim.2008.01.007

[b26] HuJ. *et al.* Plasma MicroRNA, a Potential Biomarker for Acute Rejection After Liver Transplantation. Transplantation 95, 991–999 (2013).2346663810.1097/TP.0b013e31828618d8

[b27] TaganovK. D., BoldinM. P., ChangK. J. & BaltimoreD. NF-kappaB-dependent induction of microRNA miR-146, an inhibitor targeted to signaling proteins of innate immune responses. Proc Natl Acad Sci U S A 103, 12481–12486 (2006).1688521210.1073/pnas.0605298103PMC1567904

[b28] MonticelliS. *et al.* MicroRNA profiling of the murine hematopoietic system. Genome Biol 6, R71 (2005).1608685310.1186/gb-2005-6-8-r71PMC1273638

[b29] JiangP. *et al.* MiR-34a inhibits lipopolysaccharide-induced inflammatory response through targeting Notch1 in murine macrophages. Exp Cell Res 318, 1175–1184 (2012).2248393710.1016/j.yexcr.2012.03.018

[b30] KauppinenA., SuuronenT., OjalaJ., KaarnirantaK. & SalminenA. Antagonistic crosstalk between NF-kappaB and SIRT1 in the regulation of inflammation and metabolic disorders. Cell Signal 25, 1939–1948 (2013).2377029110.1016/j.cellsig.2013.06.007

[b31] LeeJ. *et al.* A pathway involving farnesoid X receptor and small heterodimer partner positively regulates hepatic sirtuin 1 levels via microRNA-34a inhibition. J Biol Chem 285, 12604–12611 (2010).2018582110.1074/jbc.M109.094524PMC2857134

[b32] HsiehC. H. *et al.* Whole blood-derived microRNA signatures in mice exposed to lipopolysaccharides. J Biomed Sci 19, 69 (2012).2284976010.1186/1423-0127-19-69PMC3419134

[b33] AnF. *et al.* miR-15b and miR-16 regulate TNF mediated hepatocyte apoptosis via BCL2 in acute liver failure. Apoptosis 17, 702–716 (2012).2237443410.1007/s10495-012-0704-7

[b34] ZhangY. *et al.* Upregulation of miR-15b in NAFLD models and in the serum of patients with fatty liver disease. Diabetes Res Clin Pract 99, 327–334 (2013).2328781410.1016/j.diabres.2012.11.025

[b35] RidolfiE. *et al.* Expression and Genetic Analysis of MicroRNAs Involved in Multiple Sclerosis. Int J Mol Sci 14, 4375–4384 (2013).2343954710.3390/ijms14034375PMC3634436

[b36] ParaskeviA. *et al.* Circulating MicroRNA in inflammatory bowel disease. J Crohns Colitis 6, 900–904 (2012).2238673710.1016/j.crohns.2012.02.006

[b37] XuY., ZhouB., WuD., YinZ. & LuoD. Baicalin modulates microRNA expression in UVB irradiated mouse skin. J Biomed Res 26, 125–134 (2012).2355474110.1016/S1674-8301(12)60022-0PMC3597329

[b38] ChengY. *et al.* Downregulation of miR-27a* and miR-532-5p and upregulation of miR-146a and miR-155 in LPS-induced RAW264.7 macrophage cells. Inflammation 35, 1308–1313 (2012).2241519410.1007/s10753-012-9443-8

[b39] ThulasingamS. *et al.* miR-27b*, an oxidative stress-responsive microRNA modulates nuclear factor-kB pathway in RAW 264.7 cells. Mol Cell Biochem 352, 181–188 (2011).2135085610.1007/s11010-011-0752-2

[b40] LuM. H. *et al.* microRNA-27b suppresses mouse MSC migration to the liver by targeting SDF-1alphain vitro. Biochem Biophys Res Commun 421, 389–395 (2012).2251675410.1016/j.bbrc.2012.04.027

[b41] LewisB. P., ShihI. H., Jones-RhoadesM. W., BartelD. P. & BurgeC. B. Prediction of mammalian microRNA targets. Cell 115, 787–798 (2003).1469719810.1016/s0092-8674(03)01018-3

[b42] OuwehandK. *et al.* CXCL12 is essential for migration of activated Langerhans cells from epidermis to dermis. Eur J Immunol 38, 3050–3059 (2008).1892421110.1002/eji.200838384

[b43] RasmussenK. D. *et al.* The miR-144/451 locus is required for erythroid homeostasis. J Exp Med 207, 1351–1358 (2010).2051374310.1084/jem.20100458PMC2901075

[b44] ZhangX. *et al.* Synergistic effects of the GATA-4-mediated miR-144/451 cluster in protection against simulated ischemia/reperfusion-induced cardiomyocyte death. J Mol Cell Cardiol 49, 841–850 (2010).2070801410.1016/j.yjmcc.2010.08.007PMC2949485

[b45] AlisiA. *et al.* Mirnome analysis reveals novel molecular determinants in the pathogenesis of diet-induced nonalcoholic fatty liver disease. Lab Invest 91, 283–293 (2011).2095697210.1038/labinvest.2010.166

[b46] LiC. *et al.* Analysis of intragraft microRNA expression in a mouse-to-rat cardiac xenotransplantation model. Microsurgery 34, 44–50 (2014).2391334310.1002/micr.22139

[b47] ZhuQ. Y., LiuQ., ChenJ. X., LanK. & GeB. X. MicroRNA-101 targets MAPK phosphatase-1 to regulate the activation of MAPKs in macrophages. J Immunol 185, 7435–7442 (2010).2106840910.4049/jimmunol.1000798

[b48] YoshiokaW., HigashiyamaW. & TohyamaC. Involvement of microRNAs in dioxin-induced liver damage in the mouse. Toxicol Sci 122, 457–465 (2011).2160219010.1093/toxsci/kfr130

[b49] DaiR. *et al.* Identification of a common lupus disease-associated microRNA expression pattern in three different murine models of lupus. PLoS One 5, e14302 (2010).2117027410.1371/journal.pone.0014302PMC3000827

[b50] YuD. *et al.* Roquin represses autoimmunity by limiting inducible T-cell co-stimulator messenger RNA. Nature 450, 299–303 (2007).1817293310.1038/nature06253

[b51] HaoY. *et al.* Enforced expression of miR-101 inhibits prostate cancer cell growth by modulating the COX-2 pathway in vivo. Cancer Prev Res (Phila) 4, 1073–1083 (2011).2143007410.1158/1940-6207.CAPR-10-0333PMC3305792

[b52] ZhangJ., HanC., ZhuH., SongK. & WuT. miR-101 inhibits cholangiocarcinoma angiogenesis through targeting vascular endothelial growth factor (VEGF). Am J Pathol 182, 1629–1639 (2013).2360822510.1016/j.ajpath.2013.01.045PMC3644734

[b53] TanakaT., HanedaS., ImakawaK., SakaiS. & NagaokaK. A microRNA, miR-101a, controls mammary gland development by regulating cyclooxygenase-2 expression. Differentiation 77, 181–187 (2009).1928177810.1016/j.diff.2008.10.001

[b54] SchaeferJ. S., Montufar-SolisD., VigneswaranN. & KleinJ. R. Selective upregulation of microRNA expression in peripheral blood leukocytes in IL-10−/− mice precedes expression in the colon. J Immunol 187, 5834–5841 (2011).2204301410.4049/jimmunol.1100922PMC3221883

[b55] WargL. A. *et al.* The role of the E2F1 transcription factor in the innate immune response to systemic LPS. Am J Physiol Lung Cell Mol Physiol 303, L391–400 (2012).2270761510.1152/ajplung.00369.2011PMC4587596

[b56] De MartinoI. *et al.* Regulation of microRNA expression by HMGA1 proteins. Oncogene 28, 1432–1442 (2009).1916927510.1038/onc.2008.495

[b57] FaridW. R. *et al.* Hepatocyte-derived microRNAs as serum biomarkers of hepatic injury and rejection after liver transplantation. Liver Transpl 18, 290–297 (2012).2193237610.1002/lt.22438

[b58] LiC., EbertP. J. & LiQ. J. T cell receptor (TCR) and transforming growth factor beta (TGF-beta) signaling converge on DNA (cytosine-5)-methyltransferase to control forkhead box protein 3 (foxp3) locus methylation and inducible regulatory T cell differentiation. J Biol Chem 288, 19127–19139 (2013).2368730510.1074/jbc.M113.453357PMC3696685

[b59] ManasterI. *et al.* MiRNA-mediated control of HLA-G expression and function. PLoS One 7, e33395 (2012).2243892310.1371/journal.pone.0033395PMC3306401

[b60] AsonB. *et al.* Differences in vertebrate microRNA expression. Proc Natl Acad Sci U S A 103, 14385–14389 (2006).1698308410.1073/pnas.0603529103PMC1599972

[b61] Lagos-QuintanaM. *et al.* Identification of tissue-specific microRNAs from mouse. Curr Biol 12, 735–739 (2002).1200741710.1016/s0960-9822(02)00809-6

[b62] WangK. *et al.* Circulating microRNAs, potential biomarkers for drug-induced liver injury. Proc Natl Acad Sci U S A 106, 4402–4407 (2009).1924637910.1073/pnas.0813371106PMC2657429

[b63] MitchellP. S. *et al.* Circulating microRNAs as stable blood-based markers for cancer detection. Proc Natl Acad Sci U S A 105, 10513–10518 (2008).1866321910.1073/pnas.0804549105PMC2492472

[b64] Banff schema for grading liver allograft rejection: an international consensus document. Hepatology 25, 658–663 (1997).904921510.1002/hep.510250328

# Supplementary material for: Identification of microRNAs involved in acute rejection and spontaneous tolerance in murine hepatic allografts
**Source:** Sci Rep. 2014 Oct 17;4:6649. doi: 10.1038/srep06649

**Title:**

Identification of microRNAs involved in acute rejection and spontaneous tolerance in murine hepatic allografts

**Authors:**

Miwa Morita<sup>1, 2, †</sup>, Jiajie Chen<sup>1, 3, †</sup>, Masayuki Fujino<sup>1, 4</sup>, Yusuke Kitazawa<sup>1</sup>, Atsushi Sugioka<sup>2</sup>, Liang Zhong<sup>3, \*</sup> and Xiao-Kang Li<sup>1, \*</sup>

## Supplementary figure legends

Supplementary Figure 1: Programmed cell death after mice liver allotransplantation.

TUNEL staining showed extensive programmed cell death after liver allotransplantation along with extensive inflammation in Figure 1 (POD = post-operative day).

Supplementary Figure 2: Full heat map generated from all miRNA expression data for syngeneic on day5, and allogeneic day5, 8, 14 and 100.

**TUNEL staining**

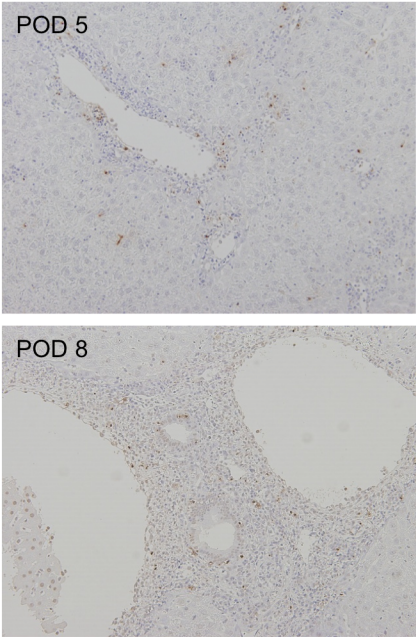

Supplementary Figure 2; Morita M, et al

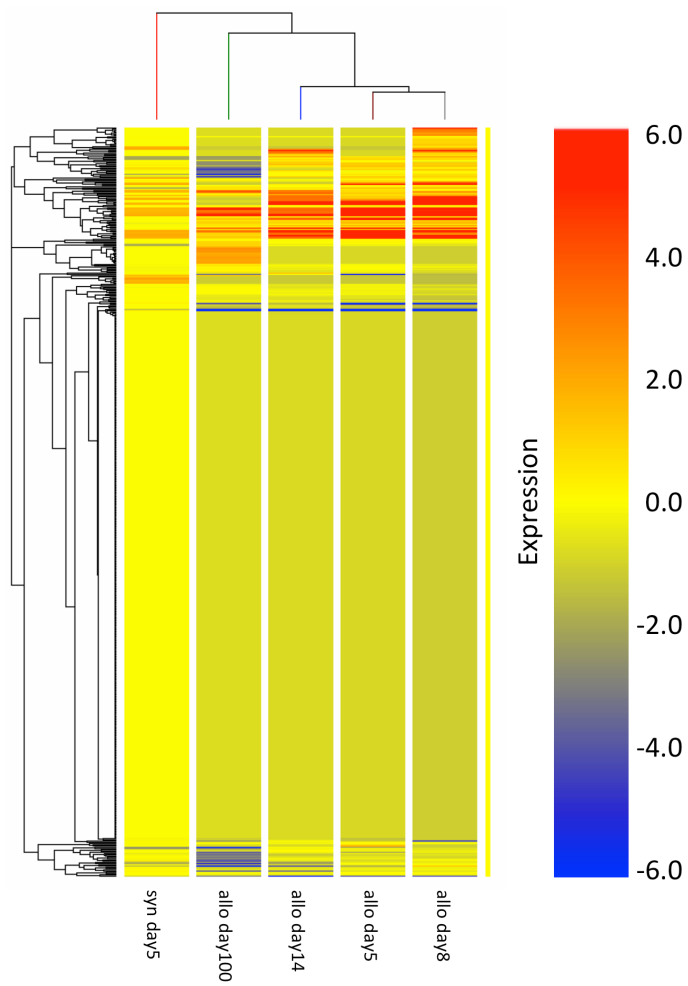

**Supplement:** Supplementary Information — supplementary Figure1&2

How the deposited data were processed for this re-analysis (not part of the article)

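MiRNA expression was measured in liver grafts of mice with Agilent mouse miRNA arrays in 1 color, on 15 arrays in 5 groups of 3: syngeneic grafts on day 5, and allografts on day 5, day 8, day 14 and day 100. Each array carries 11540 spots for miRNAs, which represent 567 mouse and 10 viral miRNAs. The labels of the 3 syngeneic arrays name an allogeneic strain pair, and these arrays were taken as syngeneic from their titles and Fig. 3. The arrays of a group were checked not to be copies of each other.

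The authors deposited the intensity of each spot as Agilent's Feature Extraction software (version 9.5.1.1, per the file headers) wrote it: background-subtracted and detrended, on the linear scale, with no normalization between arrays, together with median intensities of the spot and its surroundings, detection and outlier flags, and a total signal per miRNA. The authors also deposited a table of log2 values for the 15 arrays. Set against the scanner output, these log2 values are the total signal per miRNA, with undetected values at a signal of 0.1, minus 1 constant per array. That constant lies within 0.05 of the 90th percentile of the array's log2 total signals on all arrays but replicate 1 of day 100. Many names in that table stand beside the values of another miRNA, so only the 28 mouse miRNAs whose values belonged to their names were used from it, as an alternative. The paper's text names no normalization for the arrays.

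The signal of a miRNA was the sum over its 1 to 4 probes of the mean intensity of each probe's spots, without control and outlier spots. A probe counted as detected on an array where at least 0.5 of its spots were well above background, and a miRNA where any of its probes did. Signals were divided by the array's 75th percentile over the 52 miRNAs detected on all 15 arrays, raised to a floor of 0.0270 (-5.21 on the log2 scale) and put on the log2 scale. The 103 mouse miRNAs detected on all 3 arrays of at least 1 group were tested. Viral miRNAs were not tested.

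One mean per group was fitted to all 15 arrays with limma (version 3.58.1 in R 4.3.3), and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Every adjusted p for a single miRNA is from limma with this adjustment unless another test is named. The comparisons were each allograft group with the syngeneic grafts, and day 14 with the other allograft days. A 3-fold difference is an absolute log2 fold change of at least 1.585. A moderated F test covered the 4 comparisons with the syngeneic grafts. Marker sets were tested with camera (correlation between miRNAs of 0.01), adjusted over 5 sets and 4 comparisons. Trees used average linkage, with Euclidean distance for groups and Pearson correlation distance for the 10 miRNAs. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

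The text names the 10 miRNAs of the paper, the members of the lists, and, per comparison with the syngeneic grafts, the 3 miRNAs with the largest rise and the 3 with the largest fall among those called whose arrays did not overlap. Other miRNAs are named only because their values were large, or singled out, and this is said beside them. The marker sets were leukocyte (8 miRNAs, 6 tested), erythroid (3, of which 2 tested), hepatocyte (6, of which 5 tested), stromal (6, of which 5 on the array and 2 tested) and proliferation (6, of which 4 tested). The further lists held relatives of miR-15b (5 tested), miR-23a (1 tested) and miR-27a (1 tested), relatives of miR-34a, miR-146a and miR-148a (0 tested), and the neighbors miR-16, miR-24 and miR-144.

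The comparisons, tests, lists and most alternatives were set before the data were examined. The alternatives were other scalings (75th percentile over all miRNAs, quantile normalization, none, median), other summaries of the probes (brightest probe, mean log2, total signal of the software), the authors' log2 table, other filters (none, detected on all 15 arrays, mean signal at least 1.5 times the mean of all miRNAs), a floor divided by 4, only the groups compared, the methods' t-test with and without Benjamini-Hochberg adjustment, a trend and robust moderation in limma, replicate number or slide as a block, each array left out in turn, fry and camera with an estimated correlation for the sets, sets without the paper's 10 miRNAs, and other distances and linkage for the trees. After the files were seen, a normexp background correction (offset 50) on median intensities was added in place of the planned one on mean intensities, which the files lack, and so were weights per group.

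The fits and set tests across miRNAs were tested on simulated data with known changes. Of 30 miRNAs changed 3-fold among 103, 29 were recovered in the comparison of day 5, 29 of day 8, 28 of day 14 and 30 of day 100 with the syngeneic grafts, and 29 in that of day 14 with day 100. The false calls were 2 on day 5, 2 on day 8 and 0 in the other comparisons. On unchanged simulated arrays there were 0 calls, 0 sets called and 0 calls in the F test. The simulated miRNAs were independent, with the same spread in all groups and no floor or slide effect. These runs thus do not show how often false calls arise on the real arrays.

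The quantitative PCR, histology, enzyme and cytokine measurements of the paper are not in these files and were not analysed here. No genomic coordinates were used.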

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

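The readings of the tests in this part were set only after the results were seen, as were the normexp correction and the comparison without the noisier array, whereas the other scalings, the slide as a block, the fits without 1 array and the marker lists were planned.

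Beyond the miRNAs that the paper discusses, 6 miRNAs rose at least 3-fold over the syngeneic grafts, which serve as controls. The log2 fold change was 1.98 for miR-142-3p on day 5 (limma adjusted p = 0.0071), and on day 14 it was 1.98 for miR-142-5p (limma adjusted p = 0.0033), 1.95 for miR-155 (limma adjusted p = 7.9e-05), 2.34 for miR-188-5p (limma adjusted p = 0.00050), 4.04 for miR-342-3p (limma adjusted p = 4.2e-09) and 1.93 for miR-652 (limma adjusted p = 1.4e-05). For each, 3 of 3 allograft arrays lay above all syngeneic arrays. MiR-155 and miR-188-5p were detected on 0 of 3 syngeneic arrays, so their log2 fold changes rest on how low signals are treated. Of the 6, miR-652 was named after its values were seen.

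For these 6, the tables argue against the scaling of the arrays as the whole cause, since the lowest log2 fold change over the 4 other scalings was 1.73 and 6 of 6 were called under each. They argue against a single array, since the lowest value with 1 array left out was 1.45 and the call was lost in 0 of 90 fits. The slide is also argued against for the 5 miRNAs of day 14, whose lowest value with the slide as a block was 1.95. For miR-142-3p on day 5 the slide stays open (2.05 with the block, limma adjusted p = 0.091, in a range of 1.1e-05 to 0.19 over the alternatives). The treatment of dim signals is argued against for miR-142-3p (1.71 with normexp) and miR-342-3p (1.36), which were still called. It stays open for miR-142-5p (0.33), miR-155 (0.15), miR-188-5p (0.055) and miR-652 (0.14), because the correction compresses signals near background whether or not they changed.

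A possible biological explanation is rejection after allografting, with leukocytes entering the graft. The syngeneic grafts were all of day 5, so on day 14 rejection cannot be told apart from time since transplantation. Of the 6 miRNAs, 4 are members of the leukocyte list. On day 14 the 6 tested members of that list were higher in 6 of 6 cases, with a mean log2 fold change of 2.20, or 2.16 over that of the other miRNAs (camera adjusted p = 0.00066, with a range of 6.3e-06 to 0.25 over the alternatives). Of the members, 2 are among the 10 miRNAs that the study picked from these arrays, and without these the value was 2.25. A lower share of hepatocytes alone is argued against, because the leukocyte list rose by 2.05 over the stromal and proliferation lists, from -0.68 ± 0.32 (SD) in the syngeneic grafts to 1.37 ± 0.08 on day 14. More leukocytes in the graft may explain the rise, as a hypothesis. It cannot be told apart from higher expression within the same cells, since whole grafts were measured. Of the list, miR-150 was detected on 0 of 15 arrays and miR-146b on 2 arrays, both of day 14. Of the 8 listed miRNAs, miR-142-3p, miR-146a and miR-223 were detected on 3 of 3 syngeneic arrays, miR-142-5p on 2 and miR-342-3p on 1.

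The day 14 and day 100 allografts differed in 53 miRNAs in a direct test between the groups, which the paper does not report. The slide stays open for the 53, because day 14 lay on one slide and day 100 on the other. With the slide as a block, 17 of the 53 were still called and 36 were not. That block rests on syngeneic replicate 3 against replicates 1 and 2, so it cannot tell the slide from differences between these mice. The scaling is argued against for the 16 called under all 5 scalings and stays open for 37. The noisier array of day 100 is argued against for the 39 called with and without it, and stays open for 14. Without that array, 42 were called. Dim signals as the whole cause are argued against by the 26 called miRNAs that were detected on all 15 arrays. The days after transplantation are the biological difference in the design. Because day 14 and day 100 lay on different slides, this difference cannot be told apart from the slide.

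Of the 53, 28 had log2 fold changes over the syngeneic grafts of opposite sign on the 2 days. Among the miRNAs named here, 5 outside the paper's 10 lay more than 0.1 from the syngeneic grafts on both days with 1 side called. The difference itself was tested. MiR-1224, which was named after its values were seen, had a log2 fold change of 0.39 on day 14 and -1.63 on day 100, and differed by 2.01 between them (limma adjusted p = 0.0099). MiR-188-5p had 2.34 and -0.29 (difference 2.63, limma adjusted p = 0.00062), and was not detected on day 100. MiR-322 had 1.33 and -0.21 (difference 1.54, limma adjusted p = 0.00011), and was detected on 0 of 3 arrays of day 100 and 1 of 3 syngeneic arrays, so that its side on day 100 and the size of the difference were set by the floor. MiR-195 had -0.32 and 0.89 (difference -1.21, limma adjusted p = 0.0052), and miR-497 had -0.28 and 0.98 (difference -1.26, limma adjusted p = 0.0052). In each, only 1 of the sides was called different from the syngeneic grafts.

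With the slide as a block, the difference became -0.081 for miR-1224, 1.73 for miR-188-5p, -0.31 for miR-195 and -0.15 for miR-497, none of which was called, so the slide stays open for these 4. It was 2.17 for miR-322 and still called. The slide stays open there too, since the block rests on syngeneic replicate 3 against replicates 1 and 2. Over the other 4 scalings, the value nearest to 0 was 1.82 for miR-1224, 2.38 for miR-188-5p, 1.22 for miR-322 and -1.10 for miR-497, all called, which argues against the scaling. For miR-195 the nearest was -0.997, and the scaling stays open because quantile normalization gave a limma adjusted p of 0.053, in a range of 0.00083 to 0.62 over the alternatives. Without scaling, miR-195 and miR-497 were above the syngeneic grafts on day 14 too (0.18 and 0.15), as miR-322 was on day 100 with the 75th percentile over all miRNAs (0.01) and miR-188-5p with quantile normalization (0.05). With normexp, the difference between the days was still called for miR-1224 (1.57), miR-195 (-0.44) and miR-497 (-0.44), which argues against the treatment of dim signals as its whole cause. Yet miR-195 then lay below the syngeneic grafts on both days (-0.49 and -0.043), as did miR-497 (-0.47 and -0.032), so for these the opposite sides stay open, as they do for miR-322 because of the floor. For miR-188-5p (0.52) and miR-322 (0.17) the difference was not called, and it stays open too. The time after transplantation stays an untested explanation for the 5.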

How the results depend on the processing

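The normexp correction and the weights per group were chosen only after the data were seen, and the other alternatives here were planned.

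Counts of miRNAs that differed from the syngeneic grafts moved by more than 1.5 times as follows. On day 5 the count of 26 became 10 with the 75th percentile over all miRNAs, 9 with normexp, 6 with the authors' log2 table, 15 among miRNAs detected on all 15 arrays, 14 with the filter at 1.5 times the mean, 5 with the slide as a block, 14 with weights per group, 5 with only the 2 groups compared and 2 with the methods' t-test after Benjamini-Hochberg adjustment. On day 8 the count of 42 became, in the same order where it applies, 26, 24, 8, 27 and 22, and 20 with the adjusted t-test. On day 14 the count of 47 became 31 with the 75th percentile over all miRNAs, 9 with the authors' table, 31 among miRNAs detected on all 15 arrays, 26 with the filter and 21 with the adjusted t-test. On day 100 the count of 32 became 8 with the 75th percentile over all miRNAs, 14 with normexp, 12 with the authors' table, 21 with the filter, 16 with the slide as a block, 8 with weights per group, 3 with only the 2 groups compared, 19 with the t-test and 1 after its adjustment. Between days 14 and 100 the count of 53 became 33 with the 75th percentile over all miRNAs, 34 with no scaling, 28 with normexp, 5 with the authors' table, 26 among miRNAs detected on all 15 arrays, 25 with the filter and 20 with the slide as a block. The F test count of 66 became 34 with the 75th percentile over all miRNAs, 40 with normexp, 12 with the authors' table, 41 among miRNAs detected on all 15 arrays and 31 with the filter. The filters and the authors' table test fewer miRNAs.

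The 13 miRNAs at least 3-fold different became 21 with no scaling, 2 with normexp, 8 with the mean log2 of the probes, 5 with the authors' table, 6 among miRNAs detected on all 15 arrays, 6 with the filter at 1.5 times the mean, 23 with the floor divided by 4 and 6 with the adjusted t-test. The 3 of the paper's 10 became 7 with no scaling and 0 with normexp. The 10 with their extreme on day 14 became 3 of the 4 that the authors' table holds.

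With each array left out in turn, the counts ran over 19–29 on day 5, 29–48 on day 8, 37–51 on day 14, 11–38 on day 100 and 39–57 between days 14 and 100, 51–78 in the F test, 11–16 at 3-fold, 3–5 for the paper's 10 at 3-fold and 7–10 for the extreme on day 14. On day 100 the count was 11 without replicate 3 of day 100 and 14 without replicate 2 of the syngeneic grafts. On the same fits, the sets on day 14 relative to the other miRNAs ran over 1.99–2.35 (leukocyte), 0.37–0.83 (erythroid), -1.57 to -1.34 (hepatocyte), 0.07–0.18 (stromal) and -0.21 to 0.06 (proliferation). The tree of the 5 groups set 3–4 allograft groups apart, and the tree of the 10 miRNAs placed 10 as in Fig. 3A in each.

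The leukocyte set on day 14 was no longer called with the filter at 1.5 times the mean (2.04, adjusted p = 0.14 from camera) or with camera's estimated correlation (2.16, adjusted p = 0.25), nor was the hepatocyte set with the latter (-1.47, adjusted p = 0.25). With fry, the erythroid set (0.63, adjusted p = 0.048) and the stromal set (0.12, adjusted p = 0.046) were called. Over the alternatives the adjusted p ran from 6.3e-06 to 0.25 for the leukocyte and hepatocyte sets, from 0.048 to 0.97 for the erythroid set, from 0.046 to 0.97 for the stromal set and from 0.65 to 0.997 for the proliferation set.

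In the tree of the 5 groups, the number of allograft groups apart from the syngeneic grafts was 4 with the 75th percentile over all miRNAs, quantile normalization, normexp, the brightest probe, the mean log2 of the probes, the software's total signal, no filter, detection on all 15 arrays, the filter at 1.5 times the mean and the Pearson distance, and 1 with the authors' table. In the tree of the 10 miRNAs, the authors' table gave 2 of 4, which says nothing about the division in Fig. 3A, since the 4 it holds are all raised miRNAs.

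The list here leaves out sign changes of some log2 fold changes that were not called. Examples are miR-195 on day 14 with no scaling (0.18, from -0.32) and miR-1224 on day 14 with the slide as a block (-0.31, from 0.39). Of the other log2 fold changes of single miRNAs, these changed sign. With quantile normalization, miR-122 was at 0.069 on day 5, 0.38 on day 8, 0.38 on day 14 and 1.097 on day 100, and miR-192 at 0.38 on day 8. With no scaling, miR-122 was at 0.11 on day 5 and 0.21 on day 8, miR-148a at 0.059 on day 5, miR-192 at 0.16 on day 8 and 0.12 on day 100, and miR-194 at 0.040, 0.22 and 0.083 on days 5, 8 and 100. With the slide as a block, miR-1224 was at -0.081 between days 14 and 100. With normexp, miR-155 was at -0.043, miR-188-5p at -0.20 and miR-652 at -0.18 on day 5, miR-322 at -0.21 on day 8 and -0.15 on day 14, miR-34a at -0.016 on day 14, and miR-195 at -0.043, miR-497 at -0.032 and miR-652 at -0.067 on day 100.

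For the paper's 10 miRNAs against the syngeneic grafts, 560 of 600 values with an array left out kept call and direction, 37 lost and 3 gained the call, and 0 changed sign. Under the other alternatives, 661 of 764 did so, 98 lost and 3 gained it and 2 changed sign. For the other named miRNAs the numbers were 2143 of 2325, 144, 38 and 0, and 2355 of 2805, 320, 109 and 21. The sign changes given above for miR-195 and miR-1224 on day 14, which were not called, are not in these numbers.

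No scaling moved the median log2 fold change of all tested miRNAs by 0.42 on day 5, 0.55 on day 8, 0.63 on day 14, 0.33 on day 100 and 0.30 between days 14 and 100. The split of higher to lower calls then went from 19 and 7 to 25 and 0, from 24 and 18 to 37 and 4, from 28 and 19 to 45 and 3, from 17 and 15 to 19 and 5, and from 34 and 19 to 32 and 2. With the 75th percentile over all miRNAs the split was 9 and 1 on day 5 and 15 and 18 between days 14 and 100, and the median moved by 0.13 on day 100 and by -0.19 between days 14 and 100. With median scaling the split on day 5 was 21 and 4, and the median moved by -0.14 on day 8 and by 0.14 between days 14 and 100.

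Replicate numbers do not pair the arrays. Deviations of arrays with the same number had a median correlation of -0.05 (-0.65 to 0.45, with 9 of 30 pairs over 0.1), against 0.02 for 60 pairs with different numbers. With the replicate number as a block, the counts were 25 on day 5, 38 on day 8, 46 on day 14, 30 on day 100, 50 between days 14 and 100, 60 in the F test, 12 at 3-fold and 3 for the paper's 10, and the sets were at 2.16, 0.63, -1.47, 0.12 and -0.09.

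The scan date as a block was not run, since the arrays share 1 scan date, nor was normexp on mean intensities, which the files lack. The blocks and tests give no separate value for the trees and the extreme on day 14 where they leave the means as they are, and the authors' table holds too few members for some sets.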

Differences from the paper's values

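Of the settings in this part, only the normexp correction was chosen after the results were seen.

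The paper's number of miRNAs at least 3-fold different on at least 1 day is 10, naming 10 miRNAs, of which 3 reached 3-fold and a limma call in the paper's direction here (miR-223, miR-15b and miR-101b). The paper's number at 3-fold on day 14, in the legend of Fig. 3, is also 10, against 3 here. Of the alternatives set before the data were examined, only no scaling between arrays came within 1.5 times of the paper's number, with 7 on at least 1 day and 7 on day 14. With no scaling, though, the 28 fold changes of the paper's Table 1 lie below those here by a mean of 0.53 to 0.77 on the log2 scale per day, against at most 0.015 with median scaling. The others did not: the number was 4 for both with quantile normalization and with median scaling, 4 on at least 1 day and 3 on day 14 with the slide as a block, 2 of the 4 that the authors' log2 table holds, and 3 with the 75th percentile over all miRNAs, the brightest probe, the mean log2 of the probes, the software's total signal, no filter, detection on all 15 arrays, the filter at 1.5 times the mean, the floor divided by 4, the trend and robust moderation, the replicate block, only the groups compared and the methods' t-test before and after adjustment. With an array left out it was 3–5, with 5 without replicate 1 of the syngeneic grafts and without replicate 2 of day 14. Normexp, chosen after seeing the values, gave 0.

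The paper's Table 1 gives linear fold changes for the 7 raised miRNAs on 4 days. Of these 28 values, 21 are under 3 in the paper, and 4 of the 7 miRNAs reach 3 on at least 1 day there. None of the 28 differs here by more than its error, although both sets of values come from the same arrays and are not independent. The downregulated miRNAs of Table 1 are not used here, since the text at hand holds no values for them.

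The paper calls each of the 7 raised miRNAs on each day, and limma called 25 of these 28 comparisons here. MiR-34a was not called on day 5 (0.46, limma adjusted p = 0.25) under any alternative (lowest adjusted p = 0.056). It was not called on day 8 (0.37, limma adjusted p = 0.35), except with no scaling (1.00, limma adjusted p = 0.037, in a range of 0.037 to 0.96 over the alternatives). MiR-451 was not called on day 100 (0.59, limma adjusted p = 0.17), except without replicate 1 of the syngeneic grafts (0.96, limma adjusted p = 0.035) and without replicate 2 of day 100 (0.93, limma adjusted p = 0.047), in a range of 0.035 to 0.55. The methods' t-test on the same values called 22 of the 28, and 8 after Benjamini-Hochberg adjustment.

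Among the lowered miRNAs, the paper states that they stayed lower than in the syngeneic grafts and that the signals differed. MiR-101a was not called on day 5 (-0.49, limma adjusted p = 0.14), except without replicate 1 of the syngeneic grafts (-0.69, limma adjusted p = 0.040, in a range of 0.040 to 0.92). MiR-148a was not called on day 100 (-0.32, limma adjusted p = 0.14), except with the software's total signal (-0.41, limma adjusted p = 0.048) and with the slide as a block (-0.67, limma adjusted p = 0.030), in a range of 0.030 to 0.69.

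The paper states that clustering told the time points after allografting from the syngeneic grafts, and Fig. 3A clusters its chosen miRNAs. The tree of the groups over the tested miRNAs here is another tree. In it, the allografts of day 100 joined the syngeneic grafts (distance 7.71), although the allografts of day 8 (7.17) and day 5 (7.27) were singly nearer. In that tree, 3 of 4 allograft groups stood apart. This number was 4 with the 75th percentile over all miRNAs, quantile normalization, the brightest probe, the mean log2 of the probes, the software's total signal, no filter, detection on all 15 arrays, the filter at 1.5 times the mean and the Pearson distance, without replicate 1 or 3 of the syngeneic grafts, replicate 1 of day 100 or replicate 3 of day 5, and with normexp.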

Other observations

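Apart from the scaling and the undetected miRNAs behind the spread of the syngeneic arrays, the readings of the tests in this part were set, and the normexp correction chosen, only after the results were seen, while the regroupings, scalings, slides, single arrays and marker lists themselves were planned.

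Whether a chance division of the arrays can be excluded was asked by refitting other divisions. In each of the 5 comparisons of 3 arrays with 3, only the real one of the 10 splits, 1 of 10, gave a count of calls as large, and with so few splits chance cannot be excluded. For the sets on day 14, as small a camera p came in 1 of 10 splits for leukocyte, 6 for erythroid, 1 for hepatocyte, 4 for stromal and 10 for proliferation, which again cannot exclude chance. Other splits came close for leukocyte, with unadjusted camera p of 0.00011, 0.00020 and 0.00039 against 9.9e-05 for the real one. For hepatocyte the nearest was 0.00096 against 1.3e-05. A small camera p is thus weak evidence here. Over 100 regroupings of the 15 arrays, only the real one, 1 of 100, gave as many calls in the F test and as many miRNAs at 3-fold, so chance is excluded for these. As many of the paper's 10 at 3-fold also came in 1 of 100, but the paper picked these on the same arrays, so this cannot exclude chance.

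Besides the leukocyte set, 4 sets were tested on day 14 relative to the other miRNAs with camera. The hepatocyte set was lower by 1.47 (adjusted p = 0.00013, 5 of 5 tested members lower), although 2 of its members are among the paper's 10 miRNAs and miR-122 rose with quantile normalization. Without these members the value was -1.20 (adjusted p = 0.015). The erythroid set (0.63, adjusted p = 0.70), stromal set (0.12, adjusted p = 0.75) and proliferation set (-0.09, adjusted p = 0.996) were not called. On day 5, day 8 and day 100 the leukocyte set was at 1.63 (adjusted p = 0.00010), 1.54 (adjusted p = 0.0028) and 0.76 (adjusted p = 0.049), and the hepatocyte set at -0.68 (adjusted p = 0.0014), -0.89 (adjusted p = 0.00085) and -0.57 (adjusted p = 0.0072). Without the paper's 10 miRNAs, the leukocyte set was still called on day 5 (1.73, adjusted p = 0.0076) and no longer on day 8 (1.47, adjusted p = 0.067) and day 100 (0.62, adjusted p = 0.30), and the hepatocyte set was no longer called on day 5 (-0.57, adjusted p = 0.058), day 8 (-0.62, adjusted p = 0.060) and day 100 (-0.34, adjusted p = 0.11). The other sets were not called on these days. With camera's estimated correlation, neither set was called on days 5, 8 and 100 (leukocyte adjusted p = 0.25, 0.28 and 0.49, hepatocyte 0.25, 0.25 and 0.31). With fry, both sets were called on each of these days. Fry also called the stromal set on days 8 and 100 (adjusted p = 0.0054 on each) and the proliferation set on day 5 (adjusted p = 0.023).

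The syngeneic arrays differed from each other more than the arrays of any allograft group. The median SD over the tested miRNAs was 0.38 in the syngeneic grafts, and 0.18, 0.10, 0.20 and 0.22 in the allografts of day 5, day 8, day 14 and day 100, and 53.4% of the miRNAs had their largest SD in the syngeneic grafts. The slide is argued against, because the 2 syngeneic arrays on the same slide differed by a median of 0.38, above the range of 0.11 to 0.29 for pairs of allografts. A single array is argued against, because the closest syngeneic pair also differed by 0.38. Undetected miRNAs as the whole cause are argued against, since the ratio to the largest allograft SD was 1.97 among miRNAs detected on all arrays, against 1.70 among those tested. The treatment of dim signals stays open, because with normexp the ratio was 0.69 and the SD of day 5 was larger (0.29 against 0.20). The scaling stays open as well. There the ratio was 0.54 with the 75th percentile over all miRNAs and 1.01 to 1.30 with the other 3 scalings. Differences between the grafts, or the strain pair on the labels, were not tested. MiR-720 took 10.8%, 61.1% and 29.0% of the summed signal on the 3 syngeneic arrays and 2.65% to 31.4% on the allograft arrays.

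MiR-451 rose more than its neighbor miR-144 on each day. On day 14, miR-451 rose by 1.55 while miR-144 was at 0.01 (standard error 0.47, limma adjusted p = 0.99), a gap of 1.54, which ran from 0.91 to 1.93 over the alternatives. MiR-144 was detected on all 3 arrays of day 14 and all 3 syngeneic arrays, and the differences between the 2 miRNAs on the arrays of day 14 lay above those on the syngeneic arrays. Red blood cell RNA that holds both in one proportion is thus argued against as the whole cause on day 14. On day 8 miR-451 rose by 1.21, while miR-144 fell by 1.57 (limma adjusted p = 0.018) and was not detected, a gap of 2.78. On day 100 the gap was 1.85, with miR-144 detected on 1 of 3 arrays, and on day 5 it was 0.84, with overlapping arrays. Red blood cell RNA in general stays open as a source of miR-451, because on days 8 and 100 the gap rests on a miRNA near the floor, and because a supply of miR-144 from other cells, which was not tested, would hide its share on day 14. No biological explanation was tested for the gap.

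Listed relatives of 3 raised miRNAs rose less than these on day 14. The log2 fold change of miR-15b exceeded that of miR-15a by 1.90, miR-16 by 1.40, miR-195 by 2.61, miR-322 by 0.95 and miR-497 by 2.56, miR-23a exceeded miR-23b by 1.01, and miR-27a exceeded miR-27b by 1.54. In each pair, all 3 arrays of day 14 lay above the 3 syngeneic arrays. Signal shared evenly is argued against as the whole cause for miR-15a, miR-16, miR-23b and miR-27b, which were detected on all 3 arrays of both groups. It stays open for miR-195, miR-322 and miR-497, which were detected on 1 of 3 syngeneic arrays, so that the floor enters their values. Some relatives rose themselves: miR-322 by 1.33 (limma adjusted p = 8.1e-05, but -0.15 with normexp), miR-16 by 0.89 (limma adjusted p = 0.00050) and miR-15a by 0.38 (limma adjusted p = 0.030). MiR-23b was at 0.17 (limma adjusted p = 0.45), and miR-27b at -0.21 (limma adjusted p = 0.24), or 0.57 with no scaling. MiR-195 was at -0.32 (limma adjusted p = 0.37) and miR-497 at -0.28 (limma adjusted p = 0.45), or 0.18 and 0.15 with no scaling.

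In the authors' table of log2 values, 139 of 598 names have values above the floor on at least 3 arrays, and 418 lie at the floor on every array. Of the 139, 35 hold the values of their own name in the scanner output (28 mouse miRNAs, 1 viral miRNA and 6 control features), 53 hold those of another miRNA, and 51 were not settled. Names shifted by 1 position explain 46 of the 53, 23 in each direction, and 25 are equal to the other miRNA on all 15 arrays. Among the displaced values are those of 6 of the paper's 10 miRNAs. No biological explanation was tested.

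The fold changes in the paper's Table 1 are linear ratios. Within a day, log2 of the paper's value minus the log2 fold change here had an SD of at most 0.0027, against 0.14 to 0.85 if the table held log2 values. The remaining offset is common to the 7 miRNAs of a day, at 0.01 on day 5, -0.14 on day 8, 0.10 on day 14 and -0.01 on day 100. With median scaling it was -0.003, 0.008, 0.014 and 0.015 on these days. The choice of scaling thus accounts for most of the offset on days 8 and 14.

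The viral probe set miR-M1-2 was detected on 14 of 15 arrays, syngeneic ones included, at an unscaled intensity of 125 to 215 (median 141). Of the other 9 viral probe sets, 0 were detected on any array. A virus in the grafts cannot be told apart from binding of other RNA, as 1 probe set decides little. No biological explanation was tested beyond that.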
